# PBRM1 Regulates the Expression of Genes Involved in Metabolism and Cell Adhesion in Renal Clear Cell Carcinoma

**DOI:** 10.1371/journal.pone.0153718

**Published:** 2016-04-21

**Authors:** Basudev Chowdhury, Elizabeth G. Porter, Jane C. Stewart, Christina R. Ferreira, Matthew J. Schipma, Emily C. Dykhuizen

## Abstract

Polybromo-1 (PBRM1) is a component of the PBAF (Polybromo-associated-BRG1- or BRM-associated factors) chromatin remodeling complex and is the second most frequently mutated gene in clear-cell renal cell Carcinoma (ccRCC). Mutation of PBRM1 is believed to be an early event in carcinogenesis, however its function as a tumor suppressor is not understood. In this study, we have employed Next Generation Sequencing to profile the differentially expressed genes upon PBRM1 re-expression in a cellular model of ccRCC. PBRM1 re-expression led to upregulation of genes involved in cellular adhesion, carbohydrate metabolism, apoptotic process and response to hypoxia, and a downregulation of genes involved in different stages of cell division. The decrease in cellular proliferation upon PBRM1 re-expression was confirmed, validating the functional role of PBRM1 as a tumor suppressor in a cell-based model. In addition, we identified a role for PBRM1 in regulating metabolic pathways known to be important for driving ccRCC, including the regulation of hypoxia response genes, PI3K signaling, glucose uptake, and cholesterol homeostasis. Of particular novelty is the identification of cell adhesion as a major downstream process uniquely regulated by PBRM1 expression. Cytoskeletal reorganization was induced upon PBRM1 reexpression as evidenced from the increase in the number of cells displaying cortical actin, a hallmark of epithelial cells. Genes involved in cell adhesion featured prominently in our transcriptional dataset and overlapped with genes uniquely regulated by PBRM1 in clinical specimens of ccRCC. Genes involved in cell adhesion serve as tumor suppressor and maybe involved in inhibiting cell migration. Here we report for the first time genes linked to cell adhesion serve as downstream targets of PBRM1, and hope to lay the foundation of future studies focusing on the role of chromatin remodelers in bringing about these alterations during malignancies.

## Introduction

Kidney cancer is among the ten most common cancers in America, comprising approximately 62,000 new cancer cases and 14,000 deaths every year. Renal cell carcinoma (RCC) is the most common (~80%) and lethal type of kidney cancer in adults with clear cell RCC (ccRCC) as the most prevalent and aggressive subtype [1, 2]. ccRCC is named for its characteristic histological appearance caused by high glycogen and lipid content resulting from a glycolytic metabolic shift to a “Warburg effect”-like state [3]. Approximately 80% of ccRCCs have inactivation of VHL (von Hippel-Lindau), an E3 ubiquitin ligase involved in the degradation of hypoxia-inducible factor (HIF) transcription factors, HIF1α and HIF2α [4]. Although inheritance of VHL mutations causes a predisposition for ccRCC, deletion of VHL is not sufficient to cause cancer, and the loss of VHL alone provides neither prognostic nor therapeutic prediction values. Thus, other factors are required to drive ccRCC progression. In order to better understand genetic events causing ccRCC, exome sequencing of patient tumors has uncovered several novel genes significantly mutated in ccRCC, all of which encode for proteins that regulate chromatin. These novel genes include Polybromo-1 (PBRM1), BAP1, SETD2, KDM5C, and KDM6A. Polybromo-1 is the second most commonly mutated gene in ccRCC, with mutation rates at ~40% [5–9]. PBRM1 is a subunit of a subcomplex of the mammalian SWI/SNF (SWItch/Sucrose-NonFermentable) or BAF (BRG1 or BRM associated factors) chromatin remodeling complex termed PBAF (PBRM1-BAF). BAF complexes use energy from ATP to regulate transcription by altering chromatin structure and the placement of Polycomb across the genome. Subunits of the BAF complex are mutated in over 20% of human tumors [10, 11] yet the mechanisms involved in tumor suppression are still unclear.

Several studies have attempted to elucidate the molecular function of PBRM1 in ccRCC using transcriptional data from patient samples. While the panel of genes differentially regulated in *PBRM1-*mutated tumors express a hypoxic signature, no clear definition of PBRM1-regulated genes has come from these analyses, most likely due to the high heterogeneity of ccRCC tumors [9, 12, 13]. To overcome these obstacles, we report the development of isogenic ccRCC cell lines that permit dissecting the transcriptional role of PBRM1 in tumor suppression. We performed a comprehensive RNA-Seq analysis using a ccRCC cell line engineered with and without PBRM1 re-expression in order to specifically identify PBRM1 regulated genes. From this RNA-Seq dataset of PBRM1-regulated genes we identified several quintessential pathways involved in ccRCC oncogenesis including metabolism and hypoxia. In addition we identified many genes involved in cell adhesion that are uniquely regulated by PBRM1, and could be used to specifically characterize and treat PBRM1-mutated ccRCC tumors.

## Materials and Methods

### Cell culture

Caki-1 and Caki-2 cells (American Type Culture Collection, Manassas, VA) were cultured in McCoy’s 5A (Corning Mediatech, Inc., Manassas, VA) supplemented with 10% fetal bovine serum (Omega Scientific,Inc, Tarzana, CA), 1% antibiotics (100 U/ml penicillin and 100 μg/ml streptomycin; Corning Mediatech, Inc., Manassas, VA), 1% nonessential amino acids (Corning Mediatech, Inc., Manassas, VA) and 1% L-glutamine (Corning Mediatech, Inc., Manassas, VA) at 37°C in a humidified atmosphere in a 5% CO2 incubator. A704 and A498 cells (American Type Culture Collection, Manassas, VA) were cultured in Eagles Minimum Essential Media supplemented with 10% fetal bovine serum (Omega Scientific,Inc, Tarzana, CA), 1% antibiotics (100 U/ml penicillin and 100 μg/ml streptomycin; Corning Mediatech, Inc., Manassas, VA), 1% nonessential aminoacids (Corning Mediatech, Inc., Manassas, VA) and 1% L-glutamine (Corning Mediatech, Inc., Manassas, VA). All cells were maintained at 37°C in a humidified atmosphere in a 5% CO_2_ incubator.

### Constructs

PBRM1 knockdowns were performed using an empty pLKO.1 vector or pLKO.1 vector containing shRNA to human PBRM1 (TRCN0000015994, ThermoFisher Scientific, Waltham, MA). PBRM1 re-expression was performed by cloning full length PBRM1 from pBabepuroBAF180 (a gift from Ramon Parsons Addgene plasmid # 41078) into tet-inducible conditional lentiviral vector TetO-FUW (a gift from Rudolf Jaenisch Addgene plasmid # 20323), which was used with pLenti CMV rtTA3 Hygro (w785-1) (a gift from Eric Campeau Addgene plasmid # 26730) for tetracycline inducible expression.

### Lentiviral infection

HEK293T cells were transfected with lentiviral constructs along with lentiviral packaging vectors pMD2.G and psPAX2. After 48 h, supernatants were collected and virus isolated using ultracentrifugation at 20,000 r.p.m. for 2 h. Viral pellets were re-suspended in PBS and used to infect ccRCC cell lines by spinfection. Cells were selected with puromycin and/or hygromycin for one week to maintain stable lines. For inducible vectors, doxycycline was added to the culture media at 2 μg/mL for at least 72 hours prior to experiments.

### Sulforhodamine B assays

Sulforhodamine B assay was performed in 96-well plate format. Cells were fixed *in situ* by incubation with 50 μL of trichloroacetic acid at 4°C for 1 hour. After discarding the fixative solution, wells were rinsed thoroughly with tap water and air dried. Staining was performed by adding 50 μL of 0.4% Sulforhodamine B in 1% acetic acid solution to every well and the plate was incubated for 10 minutes at room temperature. Unbound Sulforhodamine was removed by washing the wells with 1% acetic acid. After air drying the plates, bound stain was solubilized with 10 mM Tris Base and the absorbance at a wavelength of 515 nm was read by Synergy 4 Hybrid Microplate Reader (BioTek, Winooski, VT).

### RNA isolation

Total RNA was extracted using TRIzol reagent (Life Technologies Corporation, Grand Island, NY) and cleaned up using RNeasy Mini Kit (Qiagen Inc., Valencia, CA) according to the manufacturer’s instructions.

### Library construction and sequencing

Library construction (100 bp, paired-end) and sequencing were carried out by Beijing Genomics Institute (BGI). The total RNA samples were enriched for mRNA by targeting polyadenylated (poly(A)) using oligo (dT) magnetic beads. Isolated mRNA was resuspended in fragmentation buffer and sonicated into short fragments of about 200 bp. mRNA was reverse transcribed into a single strand of causing random hexamer-primers. The second strand of cDNA was synthesized using DNA polymerase and the double stranded cDNA was purified with magnetic beads. End reparation and 3’-end Adenine addition were performed subsequently. Thereafter sequencing adaptors were ligated to the fragments and the fragments were enriched by PCR amplification. During the QC step, Agilent 2100 Bioanalyzer and ABI StepOnePlus Real-Time PCR System were used to qualify and quantify the sample libraries. Finally, the library products were sequenced on the Illumina HiSeq2000.

### Transcriptome analysis

The quality of DNA reads, in fastq format, was evaluated using FastQC. Adapters were trimmed, and reads of poor quality and those aligning to rRNA sequences were removed. The remaining clean reads were aligned to the human reference genome (hg19) using STAR [14]. Read counts for 25,369 genes were calculated using htseq-count [15] in conjunction with a standard gene annotation file for hg19 obtained from UCSC (University of California Santa Cruz; http://genome.ucsc.edu). Differential expression was determined using DESeq2 [16] using the counts from htseq-count as input (read counts pertaining to 25,369 genes in each of the samples). Built-in normalization algorithms of DESeq2 were used and an FDR-adjusted p-value of 0.05 used as the cutoff for determining differential gene expression. A pathway analysis was performed on gene lists using GeneCoDis [17–19] and Pre-ranked Gene Set Enrichment Analysis [20] to identify pathways enriched among genes that were upregulated and downregulated. Sequencing data for all the samples have been submitted at GEO (GSE76199). The data will be publicly available on acceptance of this manuscript for publication but currently reviewers can privately access the data by logging into their 'My NCBI' account and visiting http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE76199

### Real-time polymerase chain reaction (RT-PCR)

Total RNA was converted into cDNA using iScript Reverse Transcription Kit (Bio-Rad Laboratories, Inc., Hercules, California). All of the primers are listed in **S1 Table**. Real-time PCR was performed using a Bio-Rad CFX Connect Real-Time system and a Super Real Pre Mix Kit. The results were analyzed using the 2^(−ΔΔCT)^ comparative method. Each sample was tested in triplicate.

### Immunoblot analysis

Cells were lysed in cold Radio-Immunoprecipitation assay (RIPA) buffer containing freshly added protease inhibitor. The lysed cells were incubated on ice for 30 min and thereafter centrifuged at 14000 × g for 10 min at 4°C, and the supernatants were collected. Total protein was denatured for 10 min at 95°C, separated on a 10–15% SDS-polyacrylamide gel, and transferred to a PVDF membrane (Immobilon FL, EMD Millipore, Billerica,MA). The membrane was blocked with 5% bovine serum albumin (VWR, Batavia, IL) in PBS containing 0.1% Tween-20 (PBST) for 30 mins at room temperature and then incubated in primary antibodies overnight at 4°C. The primary antibodies used were directed against IGFBP3 (Santa Cruz Biotechnology Inc., Dallas, TX; sc-9028), Phospho-AKT (Ser473) (Cell Signaling Technology, Danvers, MA; 4060), Cleaved PARP (Asp214) (Cell Signaling Technology, Danvers, MA; 9541), AKT (Cell Signaling Technology, Danvers, MA; 9272), BRG1 (Abcam Plc, Cambridge,MA; ab110641), PBRM1 (Bethyl Laboratories, Montgomery, TX; A301-591A) and TBP (Abcam Plc, Cambridge,MA;ab818). The primary antibodies were detected by incubating the membranes in goat-anti-rabbit or goat-anti-mouse secondary antibodies (LI-COR Biotechnology, Lincoln, NE) conjugated to IRDye 800CW or IRDye 680 respectively for 1 h at room temperature, and the signals were visualized using Odyssey Clx imager (LI-COR Biotechnology, Lincoln, NE).

### Cell cycle distribution assays

Cells were harvested in the logarithmic growth phase and counted by MOXI Z Mini Automated Cell Counter (ORFLO Technologies, Ketchum, ID). 5 X 10^6^ cells were washed twice with ice cold PBS, resuspended in cold ethanol and incubated overnight at −20°C. The cells were centrifuged, and the supernatant was discarded. After the cells were washed twice with PBS, they were resuspended and stained with 50 μg/ml propidium iodide (PI), 100 μg/ml RNase A, and 0.2% Triton X-100. The samples were incubated in the dark at 4°C for 30 min and then analyzed via flow cytometry. Approximately 20,000 cells were examined per sample.

### Apoptotic assay

The percentage of cells undergoing apoptosis was determined using Annexin V-FITC/PI Apoptosis Detection Kit (BD Biosciences, Franklin Lakes, NJ). Cells were collected in logarithmic growth phase, washed twice with cold PBS, and adjusted to a density of 1 × 10^6^ cells/ml in binding buffer. The cell suspension (100 μl) was placed in a Falcon tube and was sequentially incubated in annexin V-FITC (5 μl) followed by PI (5 μl) at 20°C–25°C in the dark for 15 min. Then 400 μl binding buffer was added and the samples were analyzed by flow cytometry within one hour.

### Exposure to hypoxia

For hypoxia treatment, cells were plated 16 hours before placement in a modular incubator chamber (Billups-Rothenberg, Inc., Del Mar, CA) flushed with a gas mixture of 0.5% O_2_, 5% CO_2_ and 94.5% N_2_ (Indiana Oxygen Company, Indianapolis, IN) at 37˚C for 6 hours.

### Glucose uptake assay

Cells were plated (20,000 cells/well) in 96 well plates. After 16 hours, media from each well was aspirated and fresh media added (200μl/well). Fresh media was also added to wells not having cells and this served as control. After 6 hours of incubation, the media was collected and glucose content quantified using a glucose assay kit (Eton Bioscience, Inc., San Diego, CA) according to the manufacturer’s instructions. Glucose uptake was derived by subtracting the glucose content of media in wells having cells from those of wells not bearing cells (control). Glucose uptake rate (uM/hr/Absorbance) was finally calculated by dividing glucose uptake with time of treatment (6 hours) and relative number of cells (A_515nm_ determined by the Sulforhodamine assay).

### Imaging of actin cytoskeleton

Cells were plated on coverslips and grown until they achieved 70% confluency. The cells were washed twice with PBS and fixed in 3.7% methanol-free formaldehyde solution in PBS for 10 minutes at room temperature. The coverslips are rinsed thoroughly with PBS and permeabilized with 0.1% Triton X-100 in PBS for 5 minutes. The coverslips were blocked for 30 mins with PBS containing 1% BSA and then treated with 50 μL of Phalloidin conjugated to Texas Red (1:40; ThermoFisher Scientific, Waltham, MA) for 30 mins at Room Temperature. The coverslips were thoroughly rinsed with PBS containing 0.1% Tween 20, mounted on glass slides with Prolong Gold antifade containing DAPI (ThermoFisher Scientific, Waltham, MA) and imaged by Evos FL fluorescence microscope (ThermoFisher Scientific, Waltham, MA) as well as LSM 710 confocal microscope (Carl Zeiss Microscopy, LLC, Thornwood, NY). A total of five fields were counted for each condition (approximately 100–150 cells/field) by three independent observers in a blinded test. Each observer recorded the number of total cells, as determined by DAPI staining, as well as the number of cells with high concentrations of cortical actin staining as determined by Phalloidin staining. Finally, the percentage of cells with cortical F-actin in the two groups was determined and Fisher’s Exact Test was performed to evaluate the significance

### *In vitro* scratch test

Caki2+Vector and Caki2+PBRM1 cells were grown to 90% confluence in a 6 well plate. Scratches were made using a 1000μl pipet tip and the cells were rinsed gently with media to remove non-adherent cells. Fresh media was added to the cells and ten designated points on the scratch were imaged at 0h.The cells were allowed to incubate for 24 h and the designated points were imaged once again. ImageJ software was used to measure the average width (μm) of the scratch at 0h and 24 h and the cell migration/average closure rate was computed from the difference of the scratch width at 0h and 24h.

### Cholesteryl ester (CE) fingerprinting by mass spectrometry

Total lipid from the Caki2+Vector and Caki2+PBRM1 cells was extracted in accordance with the Bligh and Dyer protocol [21]. The chloroform phase containing lipids was dried under N_2_ stream and dissolved in 100μL of CHCl_3_/MeOH/H_2_O (vol/vol/vol proportion of 300/665/35) containing 300mM ammonium acetate. The volume of 8 μL of lipid extract was flow injected using a G1377A micro-autosampler into an ESI source of a Agilent 6410 triple-quadrupole mass spectrometer operated in positive ion mode for each MRM [586.2000 →369.1016 (CE12:0), 612.2000 → 369.1016 (CE 14:1), 614.2000 → 369.1016 (CE14:0), 640.6000 → 369.1016 (CE16:1), 642.6000 → 369.1016 (CE16:0), 664.6000 → 369.1016 (CE18:3), 666.6000 → 369.1016 (CE 18:2), 668.6000 → 369.1016 (CE18:1), 670.6000 → 369.1016 (CE18:0), 688.6000 → 369.1016 (CE20:5), 690.6000 → 369.1016 (CE20:4), 692.6000 → 369.1016 (CE20:3), 694.6000 → 369.1016 (CE20:2), 696.6000 → 369.1016 (CE20:1), 698.6000 → 369.1016 (CE20:0), 716.6000 → 369.1016 (CE22:6), 718.6000 → 369.1016 (CE22:5), 720.6000 → 369.1016 (CE22:4), 722.6000 → 369.1016 (CE22:2) and 724.6000 → 369.1016 (CE22:1)] [22, 23]. Instrument’s dwell time was 20ms and collision energy 15. Data was collected for 1 min, in which 106 scans per CE species have been obtained. Data was processed for chronogram smoothing and subsequently the CE peak list was generated using Agilent Mass Hunter B.06.00 software. The proportion of CE species in every sample was obtained by dividing the total ion intensity (sum of 106 scans) for each CE species by the total ion intensity obtained for all CE species assayed [24]. A semi-quantitative comparison of the proportion of CE species in Caki2+PBRM1 and Caki2+Vector was performed and CE species displaying significant (Student’s T-test p-value <0.05) differences between the two groups were plotted.

## Results & Discussion

### PBRM1 expression in RCCs

In order to identify ccRCC cell lines with PBRM1 loss, we obtained a panel of ccRCC cell lines from ATCC and tested them for PBRM1 mRNA and protein expression. As depicted in **Fig 1A**, all of the cell lines express mRNA for PBRM1 using primers that span the exon 22/23 junction [6]. This is in accordance with reports from human tumors that report loss of PBRM1 protein function through mutation, not transcriptional silencing [7]. Using immunoblot analysis (**Fig 1B**), we determined that the cell lines 786O, 769P, Caki1, and A498 express PBRM1 in accordance with reports of being genetically wild type, ACHN expresses PBRM1 and has a heterozygous nonsense mutation [25], and the cell lines A704 and Caki2 do not express PBRM1, as previously reported [12]. The loss-of-function gene mutations have been identified for A704 [25] but to the best of our knowledge, the sequencing of the PBRM1 gene in Caki2 has not been previously reported. Using Sanger sequencing, we identified a previously uncharacterized 4 bp deletion in exon 17, accounting for the loss of protein expression in this cell line (**Fig 1C**).

**Fig 1:**
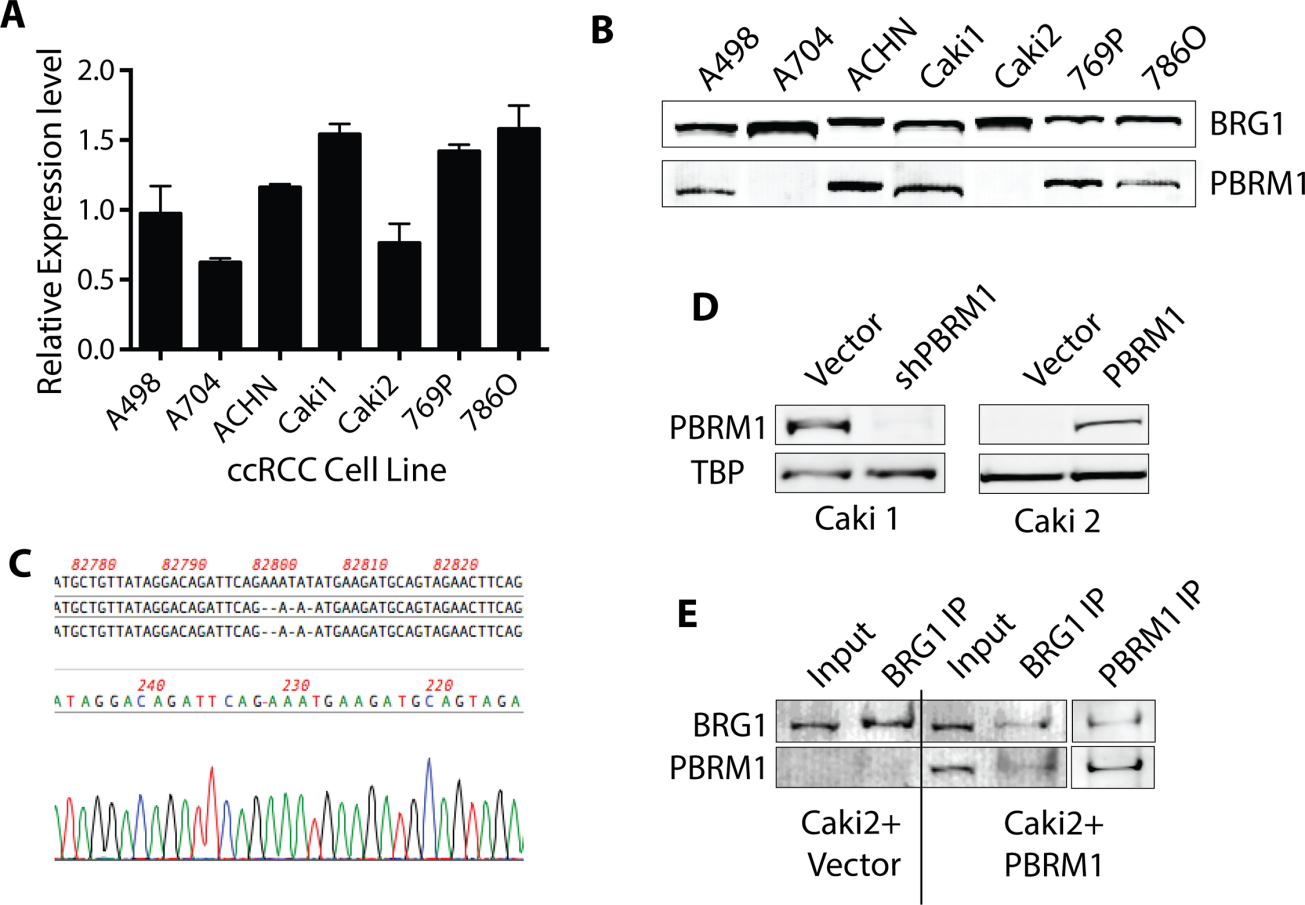
Characterization of PBRM1 in ccRCC cells. (A) Relative transcript expression of PBRM1 in ccRCC cell lines. (B) Protein levels of BRG1 and PBRM1 in ccRCC cell lines. (C) Characterization of deletion in exon 17 of PBRM1 gene in Caki2 cells. (D) Protein levels of PBRM1 in isogenic ccRCC cells (Caki1 with PBRM1 knockdown and Caki2 with PBRM1 re-expression). (D) BRG1 and PBRM1 blotting in BRG1 or PBRM1 immunoprecipitates of Caki2+Vector and Caki2+PBRM1.

### Generation of Isogenic cell lines for controlled studies of PBRM1 function

We created complementary cell lines using lentiviral knockdown of PBRM1 in A498 and Caki1 and the re-expression of PBRM1 in A704 and Caki2 using lentiviral re-expression of PBRM1 with a tet-inducible vector (**Fig 1D**). We confirmed reincorporation of PBRM1 into the BAF complex using immunoprecipitation followed by immunoblot analysis (**Fig 1E**). In addition, we used glycerol gradient analysis to confirm that PBRM1 is fully reincorporated specifically into the PBAF complex and that overexpression doesn’t result in PBRM1 monomer or alterations in PBAF complex stoichiometry (**S1 Fig**). We did not observe any large scale destabilization or re-organization of the BAF or PBAF complexes in Caki2 cells or in Caki1 cells upon PBRM1 knockdown, although we did observe a reproducible increase in ARID2 protein levels with decreased PBRM1, which may play a role in altering PBAF-mediated transcription in ccRCC with PBRM1 mutations.

### Effect of PBRM1 expression on cell proliferation

We performed proliferation analysis with PBRM1 knockdown in Caki1 cells and A498 cells and were surprised to find no significant effect on proliferation under standard cell culture conditions (**Fig 2A and 2B**). We hypothesized that due to the heterogeneity of mutations in ccRCC, PBRM1 may serve a redundant role in tumor suppression with other mutated genes in these ccRCC cell lines. Thus we focused on cell lines with PBRM1 mutations with the assumption that loss of PBRM1 acts as a driver in these cancers. Although the effects of re-expressing PBRM1 in Caki2 and A704 were modest, we observed a definitive role of PBRM1 reexpression in reducing cellular proliferation under standard cell culture conditions (**Fig 2C and 2D**). Due to the low proliferative rate of the A704 cell line, we pursued the isogenic Caki2 cell lines for further investigation of the role of PBRM1 on gene transcription.

**Fig 2:**
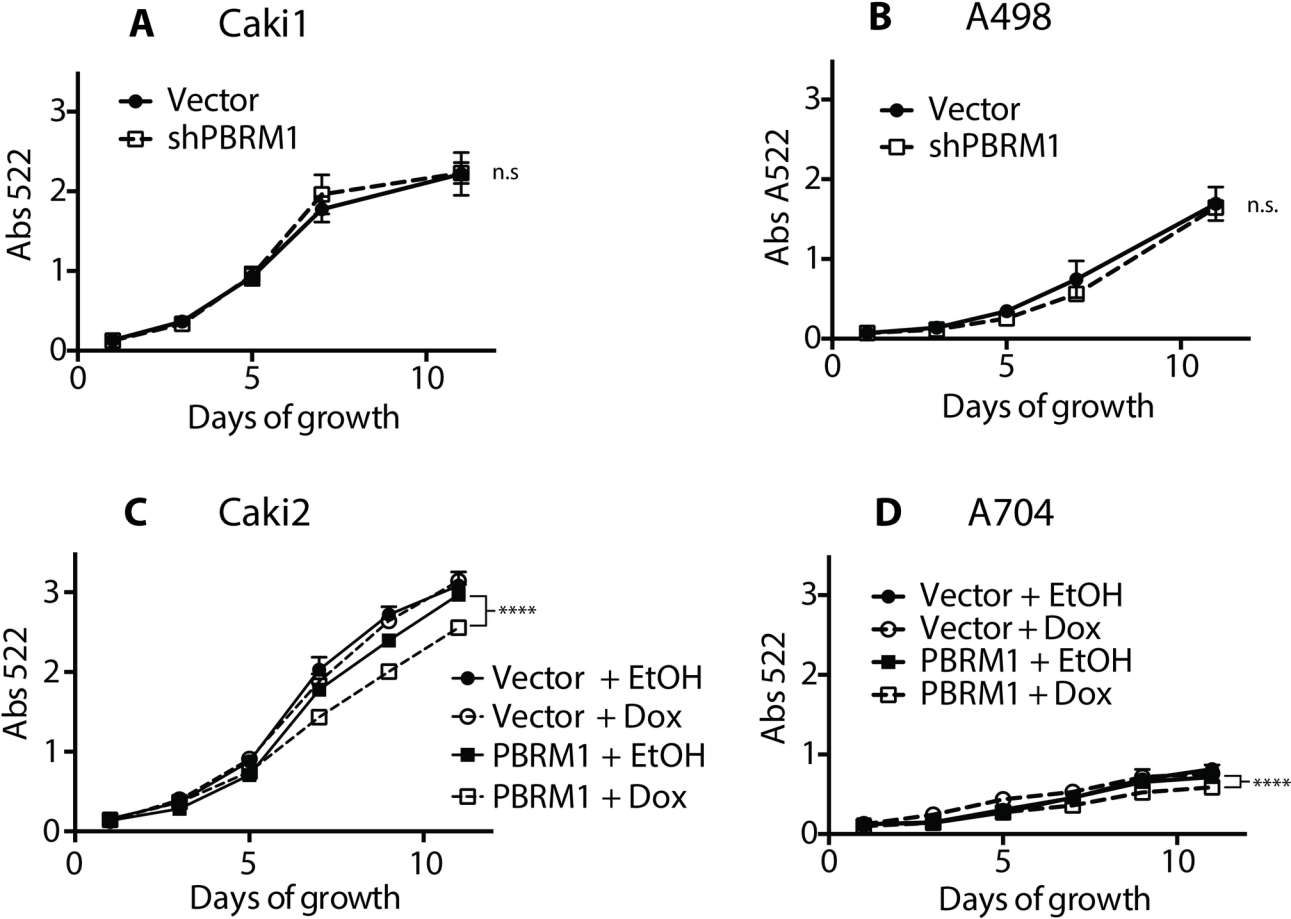
Presence of PBRM1 resulted in decreased proliferation rate of ccRCC cells. Cellular proliferation rate was monitored in (A) Caki1 and (B) A498 with either control knockdown or PBRM1 knockdown, as well as (C) Caki2 and (D) A704 with either control vectors or PBRM1 re-expression vectors. Both cell lines were treated with ethanol or doxycycline to control for cell line variation or doxycycline effects. n = 8 independent biological replicate experiments. P < 0.0001 (****) (two-way ANOVA test) between PBRM1 re-expression cell lines treated with ethanol (EtOH) or Doxycycline (Dox) at day 11. Error bars represent s.e.m.

### Differentially expressed genes upon PBRM1 re-expression in Caki-2

To identify key pathways influenced by PBRM1 activity, we performed an RNA-Seq analysis of Caki2 cells with and without PBRM1 re-expression (Caki2+Vector and Caki2+PBRM1). 

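Caki2 is a ccRCC cell line that lacks PBRM1 protein. Poly(A) RNA was sequenced from 3 biological replicates (A, B and C) of Caki2 cells carrying the empty inducible vector (Caki2+Vector) and from 3 of Caki2 cells carrying the vector with PBRM1 (Caki2+PBRM1), both kept in doxycycline at 2 µg/mL for at least 72 h. The authors aligned the reads to hg19 with STAR and counted them on 25369 genes with htseq-count. The deposited values are normalized counts, that is, the number of reads on each gene divided by a size factor for its sample, with size factors from 0.834 to 1.191. Whole numbers of reads were recovered from the steps between the values and were used only for the depth, for thinning, for the voom fit and for clustering of un-normalized counts. Between 7312955 and 10835355 reads per sample were counted on genes, with a median of 9194712 in Caki2+Vector and 10218629 in Caki2+PBRM1. FN1 was the most abundant gene in every sample, with 2.02% to 2.16% of the counts in Caki2+Vector and 3.79% to 3.89% in Caki2+PBRM1.

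Genes with a normalized count of at least 10 in at least 3 samples were compared as log2(normalized count + 1) with the moderated test of limma (trend and robust settings) and Benjamini-Hochberg adjustment, which left 13303 genes. Among the pairs of Caki2+PBRM1 replicates, chi-square per degree of freedom was 1.19 to 1.22, where sampling noise alone gives 1. It was 1.34 between Caki2+Vector B and C, and 3.09 and 2.84 between Caki2+Vector A and these other replicates. The labels and the paper give no sequencing batch or date, so no comparison within batches was made. The labels give both groups the replicate letters A, B and C. Deviations from the group mean had a mean Pearson r across genes of 0.004 for the 3 pairs with the same letter (from -0.008 to 0.014) and of -0.002 for the 6 pairs with different letters (from -0.024 to 0.017); genes are not independent replicates. The main fit had no replicate block, and the counts of genes past the threshold are also given with the replicate letter as a block.

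PBRM1 lies on the minus strand of chromosome 3 of GRCh37, from 52579368 to 52719933 (ENSG00000163939). Its normalized count was 186.5 ± 7.4 (SD, n = 3) in Caki2+Vector and 2544.9 ± 127.1 (SD, n = 3) in Caki2+PBRM1, a log2 fold change of 3.763 (SE 0.056, adjusted p = 3.33e-29 from limma). Every Caki2+PBRM1 replicate was above every Caki2+Vector replicate (exact permutation p = 0.1, the smallest that 3 replicates against 3 allow). Leaving out Caki2+PBRM1 C, the change that moved this value most, gave 3.724. Counts per gene do not separate reads of the endogenous transcript from those of the construct. The reference sequence printed in Fig. 1C, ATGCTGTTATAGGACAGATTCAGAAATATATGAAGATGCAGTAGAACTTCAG, was searched for within the PBRM1 gene of GRCh37 only. It had a single exact match there, on the minus strand of chromosome 3 from 52637709 to 52637760. Since it matches the reference exactly, it does not carry the paper's deletion in exon 17. Of its 52 bp, 40 lie in exon 17 of transcript ENST00000296302, which spans 52637537 to 52637748. The files hold counts and no reads, so the deletion itself was not analysed here.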

Hierarchical clustering with un-normalized counts as well as normalized regularized-logarithm transformed count data demonstrated similarities between the biological replicates illustrated by Euclidean distances (**Fig 3A**). 

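Euclidean distances between samples were computed on log2(normalized count + 1) for the 13303 tested genes. The 9 distances between a Caki2+Vector and a Caki2+PBRM1 sample ran from 45.4 to 49.0. Within groups they ran from 24.6 to 26.9 for Caki2+PBRM1 and from 28.6 to 32.2 for Caki2+Vector. The smallest distance between groups was thus 1.41 times the largest distance within a group. Hierarchical clustering split the samples into the groups of the labels, both with these values and with un-normalized counts. In a principal component analysis, component 1 held 61.9% of the variance and separated the groups. Component 2 held 12.6% and spread the Caki2+Vector replicates from -14.68 (replicate C) to 17.25 (replicate A), while the Caki2+PBRM1 replicates stayed between -0.71 and 0.58. The ratio of distances moved most when no filter on low counts was applied, to 1.08. The paper takes the distances in Fig. 3A as evidence that the biological replicates resemble each other.

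**Figure D1:**
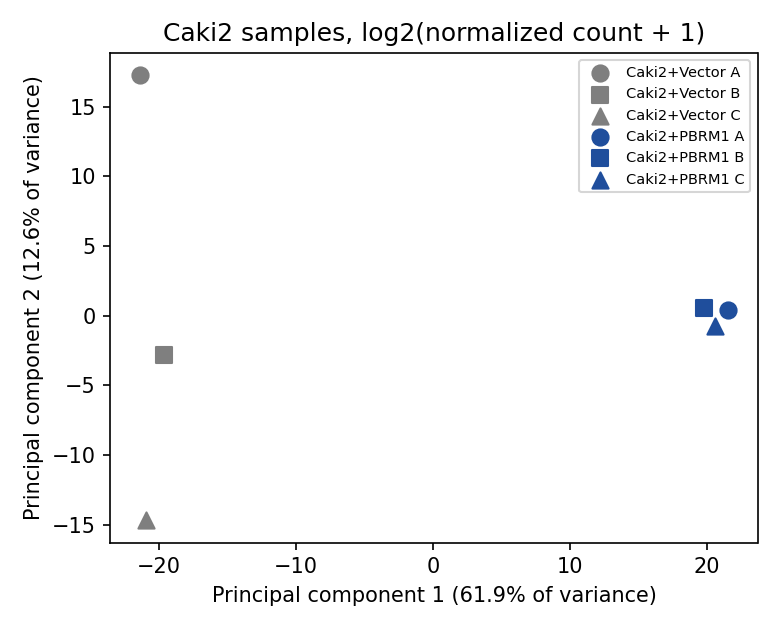
Principal components of the 6 samples from log2(normalized count + 1), with component 1 (61.9% of the variance) on the horizontal axis and component 2 (12.6%) on the vertical axis; grey marks are Caki2+Vector, blue marks Caki2+PBRM1, and the shape gives the replicate letter. The groups lie apart on component 1, and Caki2+Vector A lies at 17.25 on component 2.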

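Expression in the 3 Caki2+PBRM1 samples was compared with that in the 3 Caki2+Vector samples for 13303 genes, by the moderated test of limma on log2(normalized count + 1). At an adjusted p under 0.05, 3886 genes were differentially expressed, of which 2152 were upregulated and 1734 downregulated. The median size of their log2 fold change was 0.308, and the smallest was 0.084, beside a median SE of 0.083 over all tested genes. With the replicate letter as a block, 4107 genes passed (2249 upregulated and 1858 downregulated). The count moved most with the threshold on the adjusted p, and 2521 genes remained at 0.01.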

DESeq2 analysis, comparing the transcript expression of Caki2+PBRM1 and Caki2+Vector cells revealed that 2,464 genes were differentially expressed (FDR-padj<0.05) (**S2 Table**). 

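Counted as a log2 fold change beyond 1, 246 genes were upregulated and 57 downregulated more than 2-fold in Caki2+PBRM1. Counted as a log2 fold change beyond 2, the numbers were 36 and 5. With the replicate block they were 248 and 57 beyond 1, and 36 and 5 beyond 2. Genes with few reads weighed on these counts, since without the filter on low counts 390 genes were upregulated and 136 downregulated more than 2-fold.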

Of these, 65 were upregulated and 6 were downregulated more than two fold in Caki2+PBRM1 compared to Caki2+Vector cells. 

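Of the 3886 differentially expressed genes, 3845 had a log2 fold change of at most 2 in size, or 98.9% (95% Wilson interval 98.6% to 99.2%). A smaller set of 3583 (92.2%) changed by at most 1. The share within 2 was 99.0% with the replicate block. It moved most, to 99.7%, when each gene needed at least 10 counts in every sample.

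**Figure D2:**
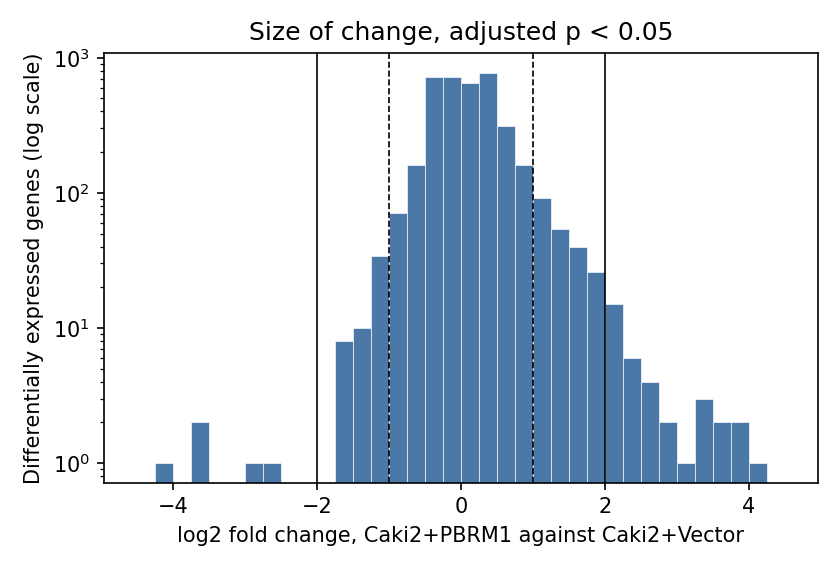
Number of differentially expressed genes (vertical axis, log scale) by log2 fold change of Caki2+PBRM1 against Caki2+Vector (horizontal axis); dashed lines mark 1 and solid lines mark 2 in either direction. The 36 genes above 2 outnumber the 5 genes below -2.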

97% of the differentially expressed genes (n = 2,393) underwent mild to moderate (0–2 log_2_ fold) levels of differential expression upon PBRM1 re-expression. GO analysis established that upregulated genes enriched biological processes such as cell adhesion (GO:0007155), apoptotic process (GO:0043065), negative regulation of cell proliferation (GO:0008285), carbohydrate metabolic process (GO:0005975) and response to hypoxia (GO:0001666) among others (**Fig 3B and S2 Table**) and downregulation of genes involved in mitotic cell cycle (GO:0000278), G1/S transition (GO:0000082) and metabolic processes (GO:0044267) (**Fig 3C and S2 Table**).

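The GO memberships of S2 Table are not in the files analysed here, so classes of genes came from lists written before the files arrived. For ribosomal protein and respiratory chain genes, symbol patterns took the place of a list. Each class was tested with limma's camera (inter-gene correlation 0.01) in a family of 10 classes with Benjamini-Hochberg adjustment. Among the classes that rose, the 24 cell adhesion genes of S4 Table had a mean log2 fold change of 0.933 (adjusted p = 3.7e-21); these genes were listed by the authors because they were upregulated. The 29 tested HIF target genes had a mean of 0.467 (adjusted p = 2.1e-22). For 18 glycolytic enzyme genes the mean was 0.178 (adjusted p = 2.1e-07). S-phase genes fell, with a mean of -0.112 over 46 genes (adjusted p = 6.2e-05), and so did 9 MCM genes, with a mean of -0.181 (adjusted p = 8.6e-05). The mean of 54 G2/M genes was -0.013 (adjusted p = 0.33). Cytosolic ribosomal protein genes, some of which have near-identical processed pseudogenes that the counting could have split, had a mean of -0.096 over 81 genes (adjusted p = 2.5e-07). Respiratory chain genes had a mean of -0.068 over 72 genes (adjusted p = 1.1e-04). With the replicate block the number of genes past an adjusted p of 0.05 was the same as without it for HIF target genes (27 up), adhesion genes (24 up) and S-phase genes (2 up and 19 down). Downregulated genes rose from 25 to 29 for ribosomal protein genes, with 1 upregulated instead of 0. They rose from 23 to 25 for respiratory chain genes and from 6 to 8 for G2/M genes. The largest move of a class mean came from requiring at least 10 counts in every sample, which took the adhesion genes to 0.734. From the GO terms enriched in each direction, the paper concludes that PBRM1 re-expression raised genes of cell adhesion, apoptosis, carbohydrate metabolism and the response to hypoxia and lowered genes of the cell cycle.

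**Figure D3:**
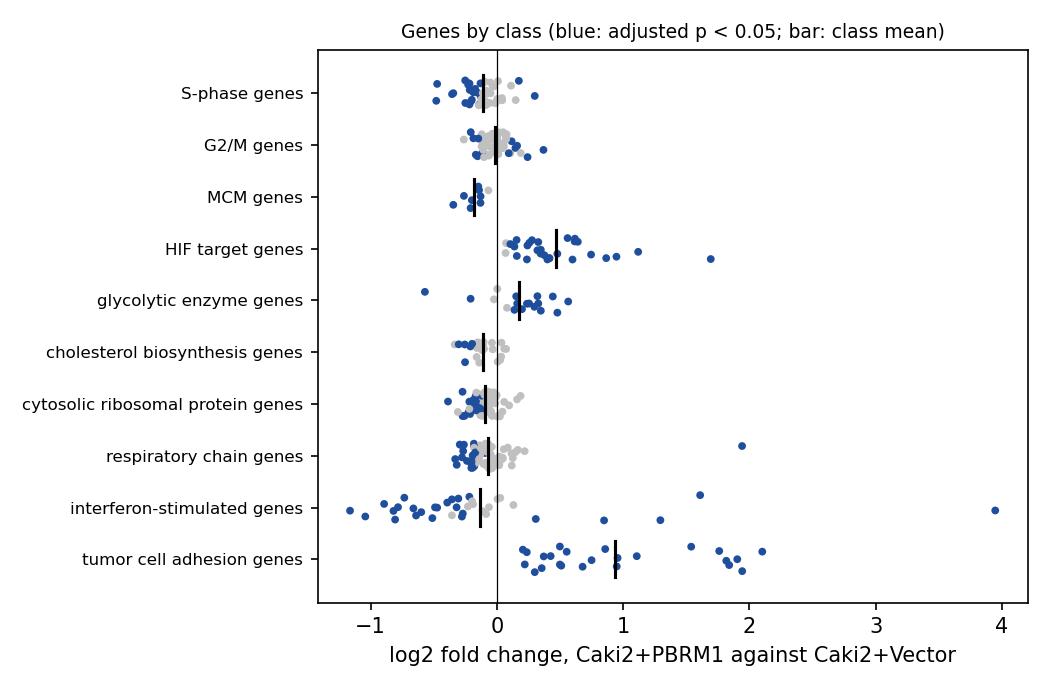
Log2 fold change of Caki2+PBRM1 against Caki2+Vector (horizontal axis) for each gene of 10 classes (vertical axis); blue points have an adjusted p under 0.05, grey points do not, and the black bar is the class mean. All 29 HIF target genes lie above 0, and all 9 MCM genes lie below 0.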

**Fig 3:**
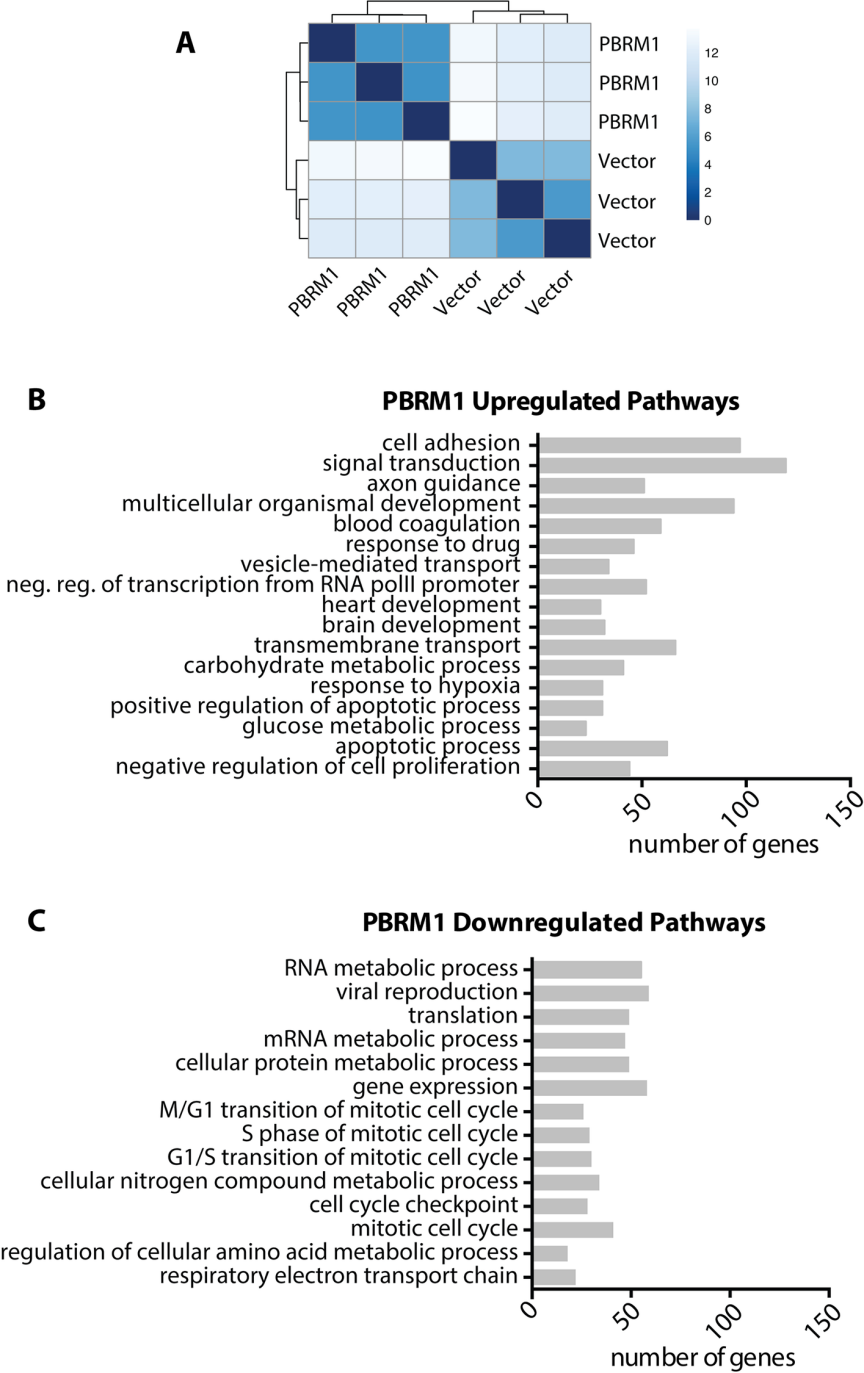
Summary of differentially expressed genes in Caki2 cells upon PBRM1 reexpression. (A) Hierarchical Cluster Dendrogram of Caki2+Vector and Caki2+PBRM1 samples sequenced. (B) GO Biological Processes enriched by genes upregulated upon PBRM1 reexpression. (C) GO Biological Processes enriched by genes downregulated upon PBRM1 reexpression.

### PBRM1 in cell cycle and apoptosis

In accordance with inhibition of proliferation observed upon PBRM1 reexpression (**Fig 2C**), RNA-seq analysis revealed downregulation of genes involved in cell cycle including 30 genes associated with G1/S transition (**S2 Table**) and qRTPCR confirmed the downregulation of several representative genes (**Fig 4A**). 

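All 10 genes of Fig. 4A were downregulated in the RNA-Seq data. Their log2 fold changes ran from -0.826 (CCNA1) to -0.129 (MCM4), with adjusted p under 0.05 for each (limma). The paper identified these 10 genes in the same RNA-Seq data, so their fall here largely restates that choice. In each of them every Caki2+PBRM1 replicate was below every Caki2+Vector replicate (exact permutation p = 0.1, the smallest that 3 against 3 allow). CCNA1 had a normalized count of 107.7 ± 5.1 (SD, n = 3) in Caki2+Vector and 60.5 ± 6.3 (SD, n = 3) in Caki2+PBRM1 (adjusted p = 1.54e-05). The largest change among the MCM genes was that of MCM6, from 1481.5 ± 47.1 to 1166.3 ± 30.1 normalized counts (log2 fold change -0.345, SE 0.046, adjusted p = 7.86e-07). PCNA changed from 2592.2 ± 216.7 to 2173.1 ± 35.7 (log2 fold change -0.251, SE 0.047, adjusted p = 1.66e-04). AURKA changed from 1522.1 ± 17.0 to 1375.0 ± 60.9 (log2 fold change -0.147, SE 0.045, adjusted p = 0.0137). PRIM1 and MCM8, which also have primers in S1 Table, had log2 fold changes of -0.473 (adjusted p = 6.12e-07) and -0.261 (adjusted p = 1.77e-04).

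Of 46 S-phase genes, 19 were downregulated and 2 upregulated at an adjusted p under 0.05, and 8 of the 9 MCM genes were downregulated. G2/M genes changed in both directions, with 6 of 54 upregulated and 6 downregulated. With the replicate block 8 G2/M genes were downregulated, and the numbers for the genes of Fig. 4A, S-phase genes and MCM genes did not change. The mean of the S-phase genes moved most without Caki2+Vector A, from -0.112 to -0.093. AURKA, MCM4, MCM5 and MCM7 lost an adjusted p under 0.05 in some of the fits that left out a replicate. The paper sets the downregulation of cell cycle genes beside the slower proliferation of Fig. 2C and takes them together as inhibition by PBRM1.

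**Figure D4:**
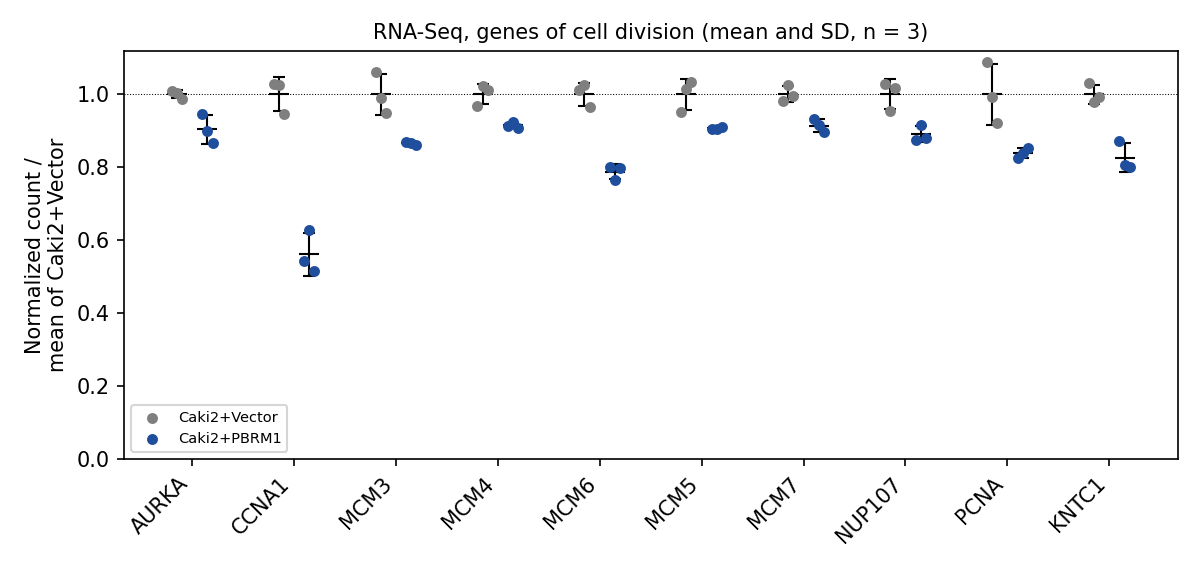
Normalized count divided by the mean of Caki2+Vector (vertical axis) for the 10 genes of Fig. 4A (horizontal axis) in the RNA-Seq data; points are replicates (grey Caki2+Vector, blue Caki2+PBRM1) and bars are the mean and SD (n = 3). For each gene the 3 blue points lie below the 3 grey points.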

Flow cytometric analysis demonstrated a role for PBRM1 in G1/G0 arrest with a significant reduction in S-phase cells upon PBRM1 re-expression in Caki2 cells (**Fig 4B**). This is similar to the cell cycle effects observed upon PBRM1 re-expression in PBRM1 mutant breast cancer [26]. To further define the G1/G0 arrest observed with PBRM1 re-expression we wished to determine whether increased apoptosis contributes to the G1/G0 cell cycle block. 

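Among pro-apoptotic genes of the BCL2 family, 10 of 11 were expressed highly enough to be tested. BMF rose from 18.7 ± 5.4 (SD, n = 3) normalized counts in Caki2+Vector to 64.3 ± 18.9 (SD, n = 3) in Caki2+PBRM1, a log2 fold change of 1.720 (SE 0.232, adjusted p = 1.94e-06 from limma). BOK and BCL2L11 had log2 fold changes of 0.322 (adjusted p = 4.79e-03) and 0.284 (adjusted p = 5.51e-04). BID was downregulated (log2 fold change -0.202, adjusted p = 0.0152), although its replicates overlapped between the groups, and the other tested members did not pass an adjusted p of 0.05. Of 5 anti-apoptotic members, 4 were tested. BCL2 rose from 103.8 ± 5.3 to 152.4 ± 14.6 normalized counts (log2 fold change 0.546, SE 0.110, adjusted p = 2.95e-04). BCL2L1 was upregulated (log2 fold change 0.270, adjusted p = 1.11e-05) and BCL2L2 downregulated (log2 fold change -0.317, adjusted p = 0.0138). The replicate block left the same numbers, 3 upregulated and 1 downregulated pro-apoptotic genes and 2 upregulated and 1 downregulated anti-apoptotic genes. For BMF and BCL2 all replicates of the groups were separated (exact permutation p = 0.1, the smallest possible with 3 against 3). Leaving out a single replicate moved BMF most, to 1.971 without Caki2+PBRM1 C. From low Annexin V and cleaved PARP in both lines, and not from these transcripts, the paper concludes that the cell cycle block did not increase apoptosis.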

From the transcriptional analysis, we observed upregulation of both pro-apoptotic and anti-apoptotic genes (**S2 Table**) and validated some of them by qRTPCR (S2 **Fig**). Low levels of apoptotic markers Annexin V and cleaved PARP [27], in both Caki2+Vector and Caki2+PBRM1 cells led us to conclude the G1/G0 cell cycle block observed for the Caki2+PBRM1 cell line did not result in increased apoptosis (S2 **Fig**).

**Fig 4:**
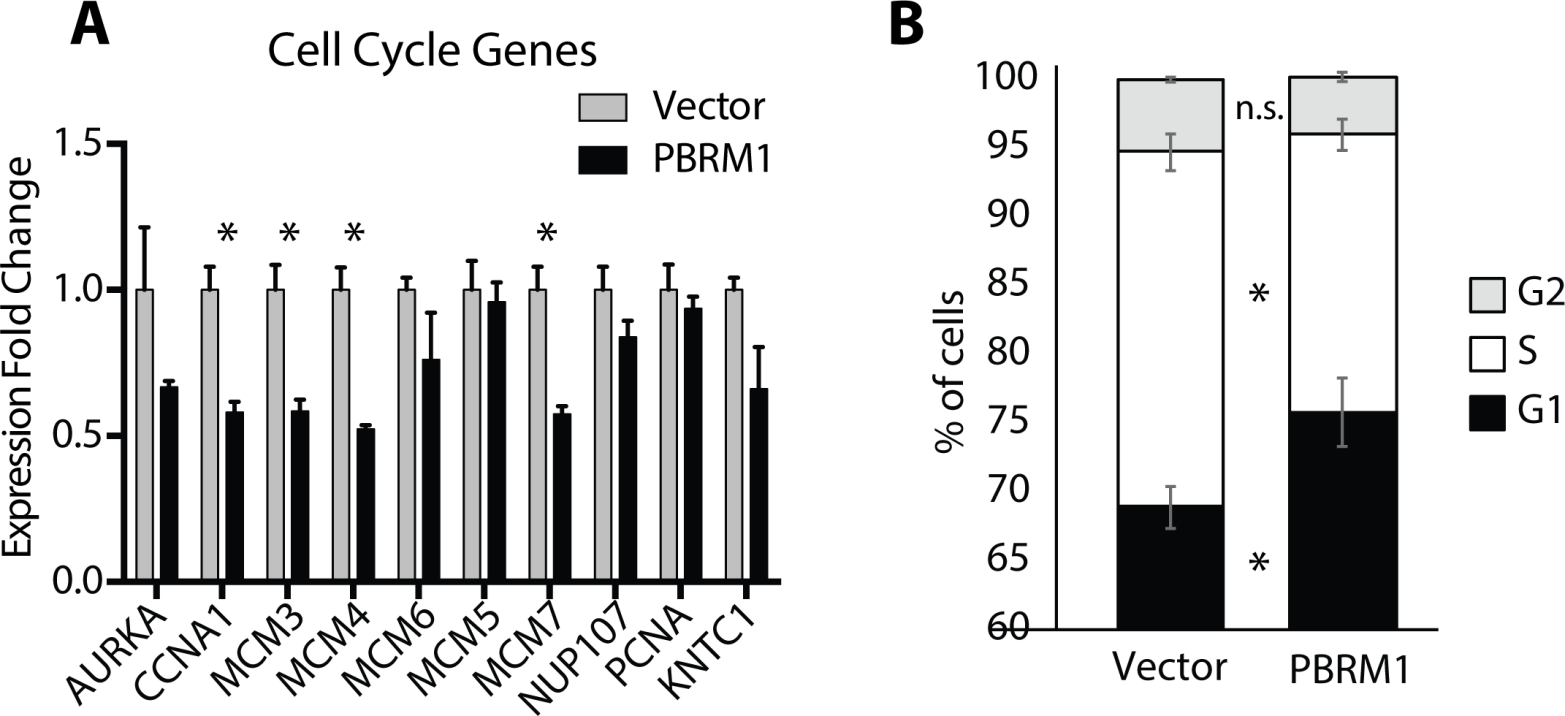
Downregulation of genes involved in cell proliferation upon PBRM1 re-expression. (A) Validating relative expression of genes regulating cell cycle (identified in RNA_seq data) in Caki2+Vectorand Caki2+PBRM1 cells by qRTPCR. A designation of * = P < 0.05 (paired Student *t*-test). n = 3 independent biological replicate experiments. Error bars represent s.e.m. (B) Percentage of cells in different stages of cell cycle (G1, S and G2) determined by flow cytometric analysis. A designation of * = P < 0.05 (paired Student *t*-test). n = 3 independent biological replicate experiments. Error bars represent s.e.m.

### PBRM1 in hypoxia

ccRCC is characterized by a metabolic shift mediated through altered hypoxic signaling. PBRM1-deficient tumors in particular display a hypoxic transcriptional signature, possibly implying that deletion of PBRM1 acts in concert with, or facilitates, pro-oncogenic hypoxic pathways [6, 28], In apparent contradiction to this, we observe hypoxia-response genes as significantly upregulated upon PBRM1 re-expression. 

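Of 30 widely used HIF target genes listed before the files arrived, 29 were tested. All 29 had a positive log2 fold change in Caki2+PBRM1, and 27 were upregulated at an adjusted p under 0.05 (limma), as many as with the replicate block. Their log2 fold changes ran from 0.069 to 1.694, with a mean of 0.467 and a median of 0.376. Limma's camera gave an adjusted p = 2.1e-22 for the list, over 10 classes. IGFBP3 had the highest change, from 2814.9 ± 110.2 (SD, n = 3) to 9102.7 ± 55.9 (SD, n = 3) normalized counts (adjusted p = 2.08e-25). The transcript of HIF1A had a log2 fold change of 0.168, and that of EPAS1, which encodes HIF2α, of 0.833. Without the filter on low counts, the setting that moved it most, the mean of the list was 0.527. The paper observes that the rise of hypoxia-response genes runs against the hypoxic signature of PBRM1-deficient tumors, and it reasons that PBRM1 may act by facilitating the expression of HIF1α but not HIF2α target genes.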

This is in agreement with the observation that SWI/SNF subunits BRG1, BAF155, and BAF57 are required for the induction of HIF1α target genes in other cell types [29, 30]. The diversity of HIF1α and HIF2α aberrations in ccRCC makes it challenging to evaluate their individual contribution to supporting ccRCC; however, Shen et al have documented the enhancement and inhibition of cell growth upon knocking down HIF1α and HIF2α respectively in the Caki2 cells as well as in mouse xenografts supporting the hypothesis that HIF1α itself acts as a tumor suppressor and is often deleted in renal cancer cell lines, while HIF2α is the primary oncogenic driver [31–33]. Therefore, it follows that PBRM1 may act as a tumor suppressor by facilitating the expression of HIF1α but not HIF2α target genes.

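In the RNA-Seq data IGFBP1 (chromosome 7 of GRCh37, 45927959 to 45933259) had 4.2 ± 3.2 (SD, n = 3) normalized counts in Caki2+Vector and 55.8 ± 1.1 (SD, n = 3) in Caki2+PBRM1. Its log2 fold change was 3.664 (SE 0.360, adjusted p = 4.99e-08 from limma). The Caki2+Vector values ran from only 1.2 to 7.6, so the size of this change depends on the pseudocount, and a pseudocount of 4, chosen after seeing the files, gave 2.945. EGLN3, which encodes PHD3, rose from 513.5 ± 13.6 to 757.6 ± 31.2 normalized counts (log2 fold change 0.560, SE 0.057, adjusted p = 5.92e-09). HIF1A rose from 1453.1 ± 26.6 to 1632.7 ± 49.4 (log2 fold change 0.168, SE 0.044, adjusted p = 3.93e-03). For each of the 3 genes the groups were separated (exact permutation p = 0.1, the smallest possible here). With each replicate left out in turn, HIF1A stayed between 0.153 and 0.193, with a largest adjusted p of 0.0388. Among the other members of the IGFBP family, IGFBP3, IGFBP4 and IGFBP7 were upregulated, with log2 fold changes of 1.694, 0.401 and 0.657. IGFBP2 had -0.274 (adjusted p = 0.0448) and IGFBP6 -0.089 (adjusted p = 0.15), while IGFBP5 was below the filter, with 1.7 ± 0.7 normalized counts in Caki2+Vector and 9.0 ± 1.6 in Caki2+PBRM1 (SD, n = 3). The paper followed IGFBP1, PHD3 and HIF1α because of its proposal that PBRM1 may favor targets of HIF1α over those of HIF2α. It describes them as upregulated in Caki2+PBRM1.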

Consequently, we explored the changes in gene expression of IGBP1, PHD3 and HIF1α, which are upregulated in Caki2+PBRM1. IGFBP1 is a member of the IGFBP family, which are HIF target genes that play important roles in regulating glucose availability by binding to insulin-like growth factors. Under normoxia, IGFBP1 was upregulated upon PBRM1 reexpression (**Fig 5A)**, and hypoxia induced dramatic increase in the levels of more than 4 fold for IGFBP1 (and also other members of the IGFBP family like IGFBP3 and IGFB5) in Caki2+PBRM1. In contrast, hypoxic exposure did not bring about any change in levels of IGFBP1 or the other members of the IGFBP family in Caki2+Vector cells. HIF1α and PHD3 are canonical HIF targets, and exposure to hypoxia resulted in increase of steady state levels of HIF1α and PHD3 in Caki2+PBRM1 but not in Caki2+Vector. 

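In the RNA-Seq data VEGFA (chromosome 6 of GRCh37, 43737921 to 43754224) had 875.3 ± 25.0 (SD, n = 3) normalized counts in Caki2+Vector and 976.7 ± 13.6 (SD, n = 3) in Caki2+PBRM1. The log2 fold change was 0.158 (SE 0.049, adjusted p = 0.0154 from limma), and 0.0137 was the adjusted p with the replicate block. The 3 values of each group did not overlap (exact permutation p = 0.1, the smallest that 3 against 3 allow). Correction for gene length and GC content moved it most, to 0.120 (adjusted p = 0.038). Without Caki2+PBRM1 B or C the adjusted p rose to 0.062 and 0.075. From VEGF under hypoxia the paper proposes that PBRM1 may regulate only part of the HIF targets, possibly those of HIF1α and not those of HIF2α.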

On the other hand, hypoxia induced an increase in VEGF expression (a classic oncogenic HIF target gene, widely used in studying hypoxia response and not implicated in our RNA-seq data) in both Caki2+PBRM1 and Caki2+Vector cells, driving home the point that PBRM1 may regulate the expression of a subset of HIF target genes, possibly distinguishing between HIF1α and HIF2α targets [32].

**Fig 5:**
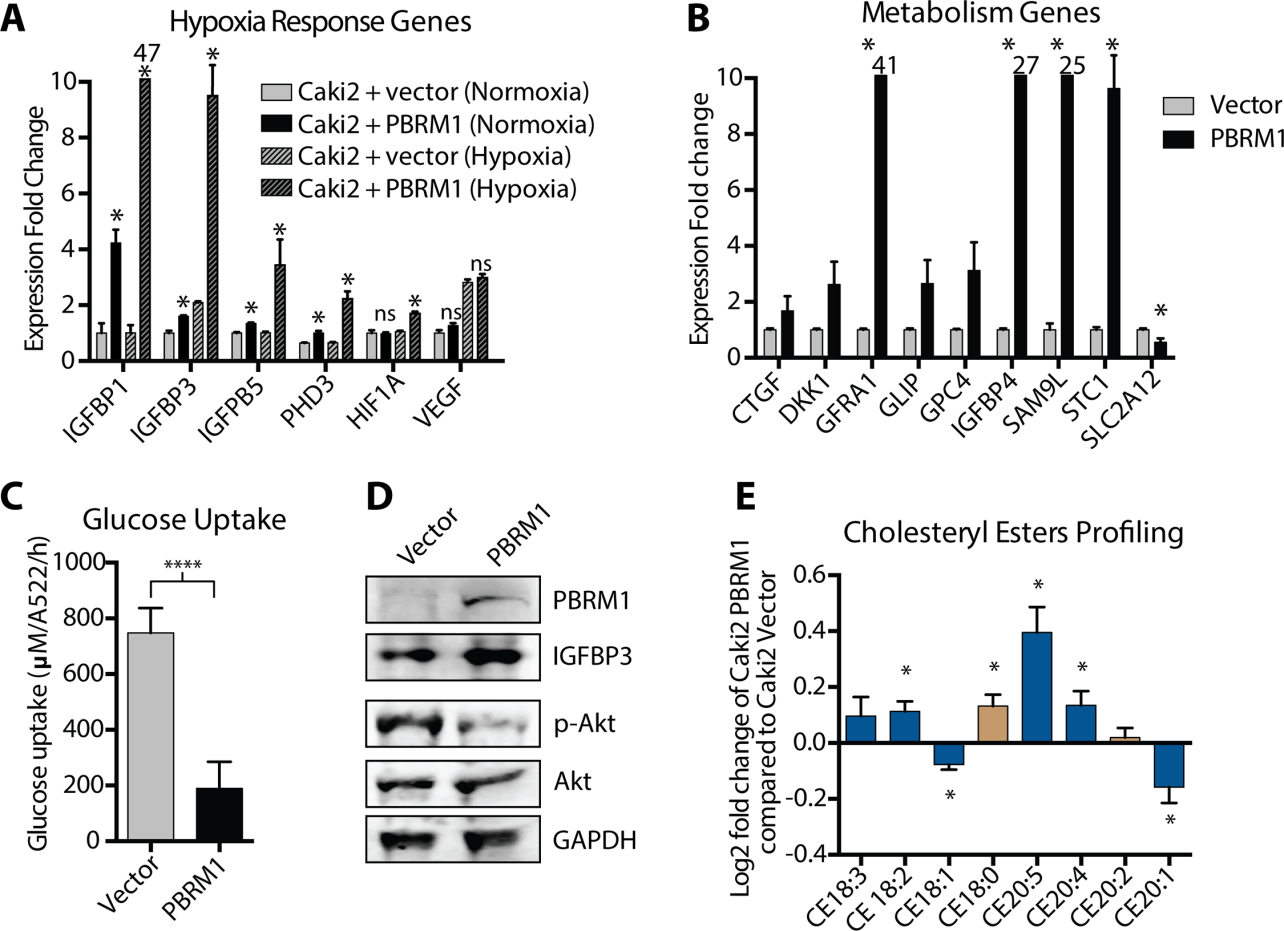
Alteration of metabolism upon PBRM1 re-expression. (A) Relative expression of genes regulating hypoxic response in Caki2+Vectorand Caki2+PBRM1 cells subjected to normoxic and hypoxic (0.5% O_2_) conditions. A designation of * indicates p < 0.05 (Student *t*-test). n = 3 independent biological replicate experiments. Error bars represent s.e.m. (B) Validating relative expression of genes regulating primary metabolic processes (identified in RNA_seq data) in Caki2+Vectorand Caki2+PBRM1 cells by qRTPCR. (C) Determination of glucose uptake in Caki2+Vectorand Caki2+PBRM1 cells. A designation of **** indicates p < 0.0001 (paired Student *t*-test). n = 5 independent biological replicate experiments. Error bars represent s.e.m. (D) Immunoblot of IGFBP3, phosphorylated AKT and unphosphorylated AKT in Caki2+Vectorand Caki2+PBRM1 cells. (E) Semi-quantitative estimation of alteration of cholesteryl esters in Caki2+PBRM1 compared to Caki2-Ø. Bars depicted in blue reverse the differences observed during the progression from normal kidney epithelium to ccRCC and bars depicted in tan compound those differences. A designation of * = P < 0.05 (paired Student *t*-test). n = 3 independent biological replicate experiments. Error bars represent s.e.m.

### PBRM1 in glycolysis and cholesterol homeostasis

One of the defining features of ccRCC is the increase in glycolysis and activation of the PI3K signaling pathway [7]. Many of the PBRM1 upregulated genes, including the hypoxia-response genes, have been shown to decrease PI3K signaling through the inhibition of insulin receptor signaling and glycolysis [7, 34]. These genes code for glycolytic enzymes, solute carriers, and proteins involved in cholesterol homeostasis. 

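Of 18 tested glycolytic enzyme genes, 13 were upregulated and 2 downregulated in Caki2+PBRM1 at an adjusted p under 0.05 (limma), with a mean log2 fold change of 0.178 and a range from -0.570 to 0.565. Several of these genes have processed pseudogenes whose reads the counting could have split, which leaves their values uncertain. Limma's camera gave an adjusted p = 2.1e-07 for the class, and the replicate block left 13 genes up and 2 down. Among glucose transporters, all 8 tested had a positive log2 fold change and 4 passed an adjusted p of 0.05, with or without the replicate block. SLC2A10 rose from 59.2 ± 2.9 (SD, n = 3) to 151.7 ± 19.7 (SD, n = 3) normalized counts (log2 fold change 1.335, SE 0.126, adjusted p = 1.33e-09). SLC2A1 rose from 4824.1 ± 297.0 to 6251.9 ± 162.2 (log2 fold change 0.376, SE 0.040, adjusted p = 2.44e-08). SLC2A12 and SLC2A13 had log2 fold changes of 0.672 (adjusted p = 5.93e-07) and 0.180 (adjusted p = 0.0407). Of 22 cholesterol biosynthesis genes, 5 were downregulated and 0 upregulated, with a mean of -0.110 (adjusted p = 1.1e-02 from camera). With the replicate block 6 were downregulated. For this class 4 of 10 divisions of the samples into 3 and 3, the labels' own among them, gave a camera p as small. Quantile normalization, added after seeing the files, moved the mean of the glycolytic genes most, to 0.122. In the paper's reasoning, genes raised by PBRM1, with hypoxia-response genes among them, lower PI3K signaling by inhibiting insulin receptor signaling and glycolysis. The rise of most glycolytic enzyme transcripts and of SLC2A1 here does not point to inhibited glycolysis. The paper itself measured lower glucose uptake and lower AKT phosphorylation. PGK1, LDHA, ALDOA, ENO1 and HK2 are also on the list of HIF targets, so the rises of these classes are not separate results.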

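The 9 genes of Fig. 5B were all upregulated in the RNA-Seq data, with log2 fold changes from 0.401 (IGFBP4) to 3.947 (SAMD9L) and adjusted p under 0.05 (limma), also with the replicate block. SAMD9L rose from 3.6 ± 1.8 (SD, n = 3) normalized counts in Caki2+Vector to 67.4 ± 4.3 (SD, n = 3) in Caki2+PBRM1 (SE 0.284, adjusted p = 4.44e-12). STC1 rose from 28.1 ± 3.8 to 287.6 ± 26.0 (log2 fold change 3.314, SE 0.131, adjusted p = 3.01e-18). GFRA1 had a log2 fold change of 3.018 (SE 0.193, adjusted p = 3.88e-11) and DKK1 of 2.152 (SE 0.123, adjusted p = 2.74e-14). The log2 fold changes of GLIPR1, GPC4 and CTGF were 1.973, 1.698 and 1.349, each with an SE of at most 0.103. SLC2A12 rose from 182.0 ± 9.2 to 291.3 ± 29.9 normalized counts (log2 fold change 0.672, SE 0.088, adjusted p = 5.93e-07). In all 9 genes every Caki2+PBRM1 replicate was above every Caki2+Vector replicate (exact permutation p = 0.1, the smallest possible with 3 against 3). SAMD9L, which had few reads in Caki2+Vector, moved most, to 3.248 with a pseudocount of 4, an alternative chosen after seeing the files. The paper describes genes raised by PBRM1 as inhibitors of glycolysis and several genes lowered by PBRM1 as facilitating it. None of the 9 genes was lower in Caki2+PBRM1 here. By its caption, Fig. 5B shows genes identified in the same RNA-Seq data, so their rise here largely restates that choice.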

We identified genes upregulated by PBRM1 that inhibit glycolysis, as well as several genes downregulated by PBRM1 involved in facilitating glycolysis, and confirmed the expression several of them using qRTPCR (**Fig 5B**). In accordance with this result we observed a significant decrease in glucose uptake (p = 1.2e-5) upon PBRM1 re-expression (**Fig 5C)** as well as a decrease in PI3K signaling using immunoblot analysis of AKT phosphorylation (**Fig 5D**)

The histological appearance of lipid accumulation in ccRCC is well established and leads to the name “clear cell” renal carcinoma [35, 36]. Among all lipid classes, Cholesteryl-esters illustrate the most dramatic alterations in their profile in ccRCC [35, 37]. Though the precise molecular mechanism is unknown, the increased accumulation in cholesteryl oleate (CE18:1) and decreased accumulation in cholesterol linoleate (CE18:2) has been characterized in ccRCC [35, 37]. Upon PBRM1 re-expression in Caki2 cells, we observed a decrease in CE18:1 and an increase in CE18:2 which was in agreement to previous studies (**Fig 5E**) [35, 37]. Additionally we observed the increased representation of CE16:0, CE20:5, CE20:4 and decreased representation of CE20:1 in comparing the lipid profile of Caki2+PBRM1 with that of Caki2+Vector, which was consistent with the comparison of normal kidney tissue and renal cell carcinoma obtained from nephrectomies from six patients reported earlier [37]. The increased representation of CE20:3 and CE22:4 upon PBRM1 re-expression in Caki2 cells was not consistent with the profile of normal kidney tissue in the earlier study [37]. We are reporting the novel observation of the increased representation of CE16:0, CE18:1, CE24:0, CE22:0 and CE22:4 upon PBRM1 re-expression, which have not be quantified in any study to the best of our knowledge (**S3 Fig**).

### PBRM1 in cell adhesion

Cell adhesion is essential in adherent cells serving as molecular scaffolds linking the cellular cytoskeleton to the extracellular environment [38]. Normal and non-metastasizing cells are observed to form close focal contacts while metastasizing cells maintain limited areas of close contact [39], suggesting that aberrations in cell adhesion may be responsible for certain aspects of malignant cell behavior [40]. The relationship between cell adhesion and actin cytoskeleton is intertwined as the dynamic equilibrium of actin polymerization and disassembly dictate the type and function of the resultant adhesions complexes[41]. qRTPCR of representative genes involved in cell adhesion confirmed the upregulation upon PBRM1 reexpression as determined by RNA-seq (**Fig 6A**). 

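All 6 genes of Fig. 6A were upregulated in the RNA-Seq data, with log2 fold changes from 0.679 to 1.943, and all 6 passed an adjusted p of 0.05 with and without the replicate block. L1CAM rose from 691.5 ± 48.9 (SD, n = 3) normalized counts in Caki2+Vector to 1252.3 ± 32.7 (SD, n = 3) in Caki2+PBRM1 (log2 fold change 0.858, SE 0.054, adjusted p = 1.89e-13 from limma). CLSTN2 rose from 1946.1 ± 72.3 to 3117.6 ± 127.4 (log2 fold change 0.679, SE 0.042, adjusted p = 1.26e-13). GPNMB rose from 168.2 ± 19.1 to 488.5 ± 11.3 (log2 fold change 1.539, SE 0.082, adjusted p = 5.11e-15). The other members of the panel had few reads. SDK2 rose from 8.1 ± 3.4 to 32.5 ± 2.0 normalized counts (log2 fold change 1.943, SE 0.285, adjusted p = 4.14e-06). COL24A1 rose from 5.8 ± 1.0 to 23.5 ± 5.5 (log2 fold change 1.840, SE 0.312, adjusted p = 3.51e-05), and CNTN6 from 4.6 ± 2.1 to 17.7 ± 0.8 (log2 fold change 1.817, SE 0.362, adjusted p = 2.69e-04). No Caki2+PBRM1 value of these genes fell among the Caki2+Vector values (exact permutation p = 0.1, the smallest that 3 against 3 allow). CNTN6 moved most, to 1.366 with a pseudocount of 4, which was added after seeing the files. The paper takes the rise of these genes, with its actin and migration data, as evidence that PBRM1 regulates cell adhesion. By the caption of Fig. 6A, the genes were identified in the same RNA-Seq data, so their rise here largely restates that choice.

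**Figure D5:**
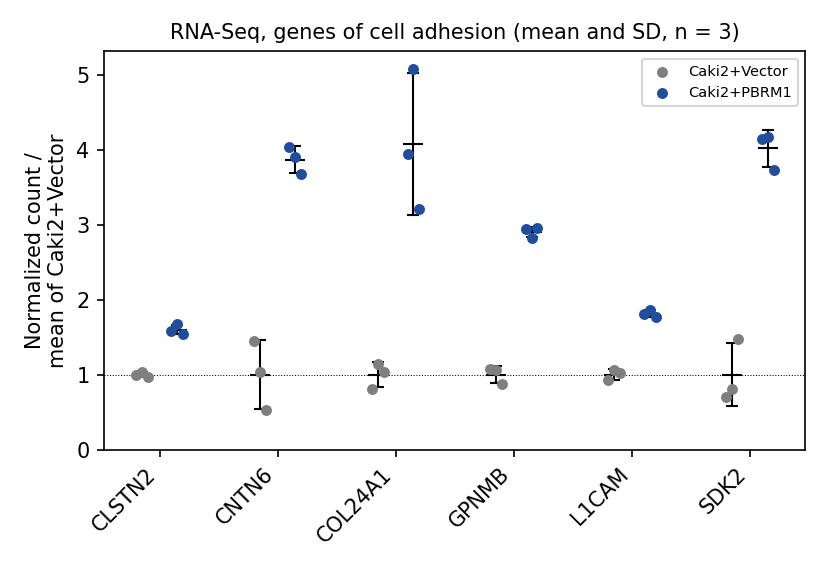
Normalized count divided by the mean of Caki2+Vector (vertical axis) for the 6 genes of Fig. 6A (horizontal axis) in the RNA-Seq data; points are replicates (grey Caki2+Vector, blue Caki2+PBRM1) and bars are the mean and SD (n = 3). The 3 blue points of each gene lie above its 3 grey points.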

Immunofluorescence of F-actin demonstrated a significant increase in the percentage of cells with cortical actin cytoskeleton in Caki2+PBRM1 with respect to Caki2+Vector (**Fig 6B** and **S4 Fig**). The “cortical actin cytoskeleton” phenotype, a hallmark of epithelial cells [42, 43] is believed to promote cell-cell contact and act as an important player in cellular morphogenesis [44–46]. In cancers of epithelial cell origin, the cortical actin cytoskeleton is disrupted and subsequently reorganized to facilitate cell migration and invasion [47–50]. Reexpression of PBRM1 also caused a significant inhibition of cell migration in an *in vitro* scratch test [51] (**Fig 6C**), further validating PBRM1 in the regulation of cell adhesion and the maintenance of a more epithelial cell state.

**Fig 6:**
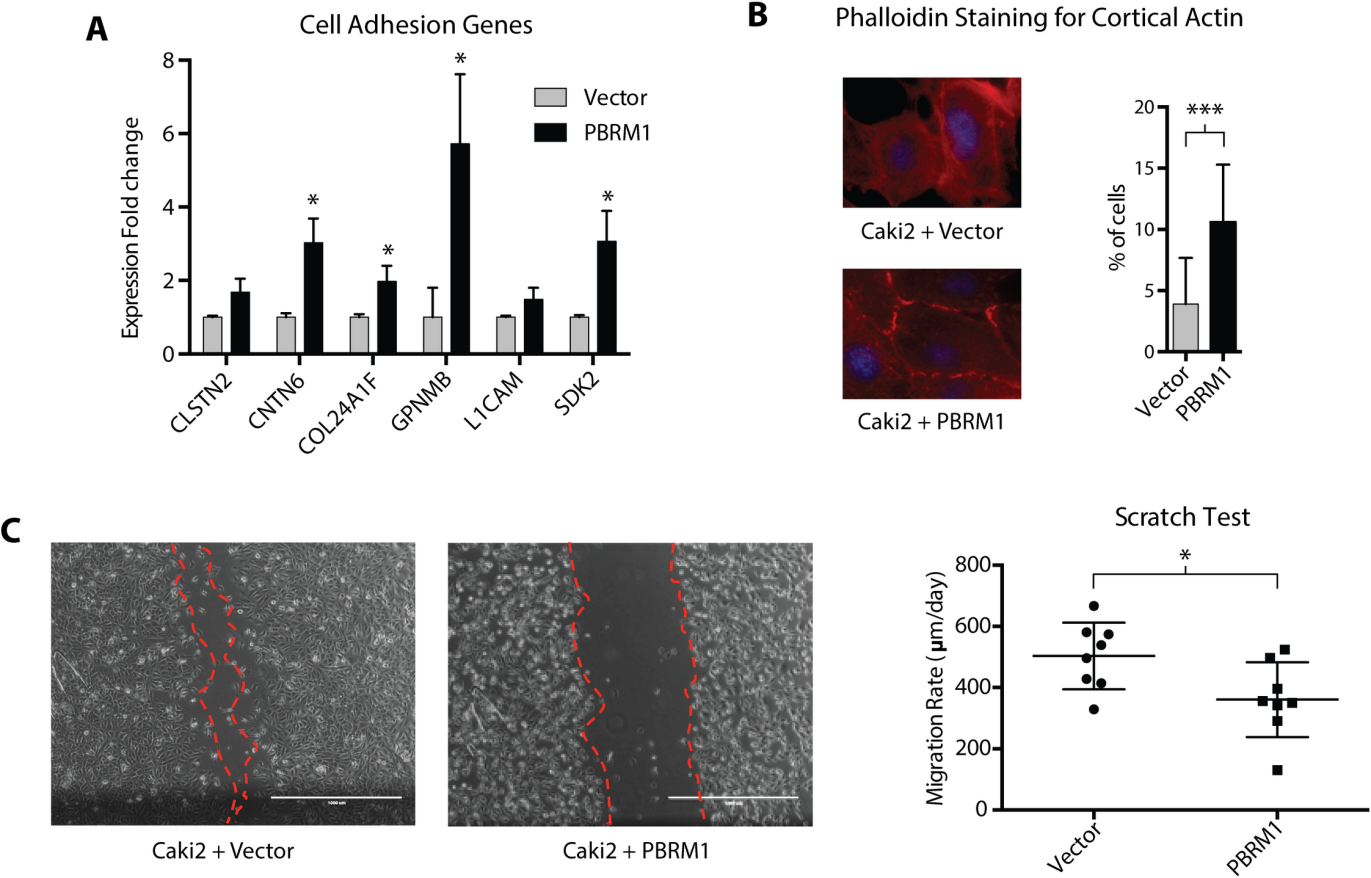
Alteration of cell-cell adhesion upon PBRM1-reexpression. (A) Validating relative expression of genes regulating cell-cell adhesion (identified in RNA_seq data) in Caki2+Vectorand Caki2+PBRM1 cells by qRTPCR. A designation of * indicates p < 0.05 (Student *t*-test). n = 3 independent biological replicate experiments. Error bars represent s.e.m. (B) Phalloidin staining of F actin (red channel) and DAPI staining of nucleus (blue channel) in Caki2+Vectorand Caki2+PBRM1 cells. A designation of *** indicates p < 0.001 (Fisher’s exact *t*-test). n = 5 independent biological replicate experiments. Error bars represent s.e.m. (C) *In vitro* scratch assay illustrating cell migration 24 hours after scratch wound inflection. A designation of * indicates p < 0.05 (Student *t*-test). n = 8 independent biological replicate experiments. Error bars represent s.e.m.

### Differentially expressed genes in PBRM1 mutant tumors derived from patient samples

In order to further investigate the set of PBRM1 induced differentially expressed genes that may be clinically relevant, we compared the transcription profile of 499 ccRCC specimens deposited at TCGA. 354/499 specimens are reported to have no mutation in PBRM1 gene while the remaining 145 have mutations in the PBRM1 gene (**S2 Table, Fig 7A** and **S5 Fig**). A comparison between the transcription profile in (i) ccRCC patients with and without mutated PBRM1 and (ii) Caki2 cells with and without PBRM1 were originally envisioned to identify clinically relevant transcriptional targets of PBRM1. A major caveat, however, is that ccRCC is a heterogeneous cancer characterized by a metabolic shift [52] but not absolutely defined by a particular mutation or set of mutations. Therefore, ccRCC patients without mutated PBRM1 may have alterations in different genes that affect the same pathways, making the mutational status of PBRM1 irrelevant. Therefore, pathways uniquely regulated by PBRM1 in patient samples don’t include classical metabolic pathways known to be universally deregulated in ccRCC (**Fig 7A**, **S5 Fig**). 

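The part of the S3 Table list given with the paper in the files analysed here holds 1995 genes that were higher in tumors without PBRM1 mutation, by the paper's log2 fold changes from 0.393 to 2.983. The rows that follow were not in the files analysed here, so the full overlap could not be counted. Of the 745 listed genes tested in Caki2, 208 (27.9%) were upregulated in Caki2+PBRM1, against 15.5% of the other tested genes (odds ratio 2.11, Fisher's exact test p = 7.1e-17). Genes on the list were downregulated in 106 cases (odds ratio 1.11, Fisher's exact test p = 0.31). The other tested genes include tumor genes of the missing rows: of the 176 genes that S4 Table gives as up in both, 91 had a row here. Both odds ratios therefore concern the listed part and decide nothing on the paper's full list. Genes are not independent, so these p-values describe the list and not the cells. With the replicate block the number upregulated in both was 210. This number moved most with an adjusted p under 0.01 in Caki2, to 160. The odds ratio moved most without the filter on low counts, to 1.47 with 1525 listed genes tested (Fisher's exact test p = 9.1e-07).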

Of the genes co-regulated in patient samples and Caki2 cells, 286 were upregulated and only 42 were downregulated (FDR adjusted p <0.05). 

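All 24 genes that S4 Table lists under cell adhesion were upregulated in Caki2+PBRM1 at an adjusted p under 0.05 (limma), with log2 fold changes from 0.206 to 2.102 and a median of 0.715. The 4 genes listed under heterophilic cell-cell adhesion had log2 fold changes from 0.499 to 0.858. Those under positive regulation of cell-cell adhesion, 3 in number, ran from 0.553 to 0.927. For the 7 genes of actin cytoskeleton organization the range was 0.178 to 0.719, with a median of 0.367. With the replicate block all 24 adhesion and all 7 actin genes passed as well. S4 Table lists genes that the authors found upregulated in these same Caki2 samples, so these counts largely restate that choice. In tumors, the paper's reported log2 fold changes for 17 of the 24 adhesion genes ran from 0.407 to 1.691, and for 5 of the 7 actin genes from 0.438 to 1.202. L1CAM, which S4 Table lists under all 3 of these adhesion terms, had a log2 fold change of 0.858 in Caki2. The mean of the 24 adhesion genes moved most, from 0.933 to 0.734, when each gene needed at least 10 counts in every sample. The paper takes the co-regulation in cells and tumors as a sign that PBRM1 has its own role in expressing these genes. In its view, other tumor suppressor genes often mutated in ccRCC do not share that role.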

The upregulated genes were involved in biological processes like cell adhesion (GO:0007155; GO:0007157; GO:0022409) and actin cytoskeleton organization (GO:0030036) indicating a unique role for PBRM1 in the expression of these genes that is not redundant with other tumor suppressor genes commonly mutated in ccRCC (**Fig 7B** and **S3 Table**). The changes in expression in ccRCC patients of representative genes involved in cell adhesion that were also altered upon PBRM1 re-expression in Caki2 cells were validated by qRTPCR (**Fig 7C**).

**Fig 7:**
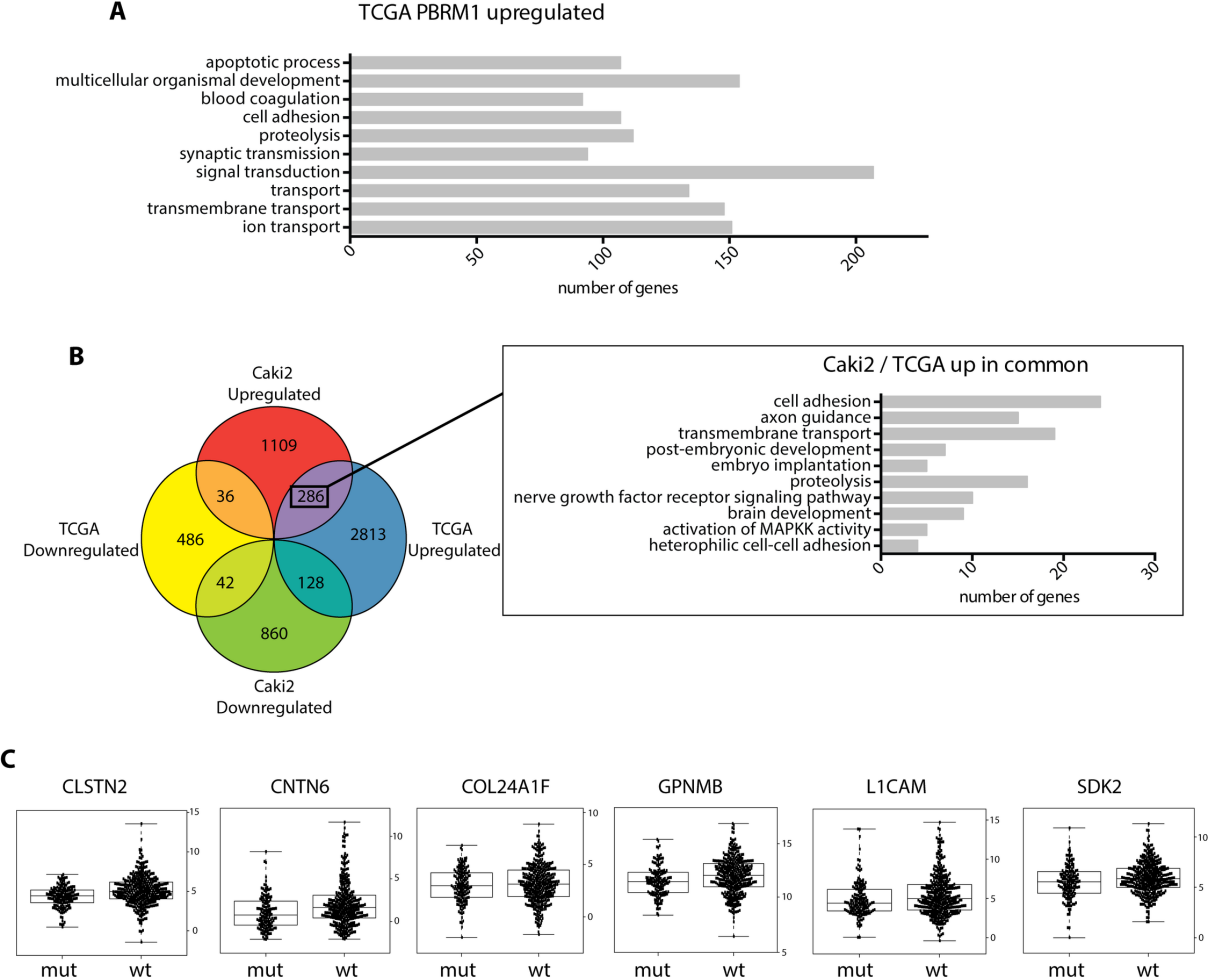
Comparative analysis of genes with differential expression in the presence of PBRM1 between ccRCC cells and ccRCC TCGA biospecimen. (A) GO Biological Processes enriched by genes upregulated in TCGA ccRCC biospecimen with no PBRM1 mutation compared to ccRCC biospecimen with PBRM1 mutations. (B)Venn diagram illustrating the number of differentially expressed genes overlapping between the 2 datasets (Genes with differential expression in 1. Caki2+PBRM1 with respect to Caki2+Vector and 2. ccRCC biospecimen with no PBRM1 mutation with respect to biospecimen with PBRM1 mutations). Inset illustrates GO Biological Processes enriched by upregulated genes in both (1) PBRM1 reexpressed Caki2 cells and (2) TCGA ccRCC biospecimen with no PBRM1 mutation. (C) Box Plot showing the relative expression (log_2_ RSEM) of genes involved in cell adhesion in TCGA biospecimen.

## Conclusion

ccRCC is a metabolic cancer characterized by a shift to aerobic glycolysis facilitated by alterations in hypoxia transcriptional pathways. Fundamental pathways driving ccRCC (and therapeutics targeting these pathways) have been elucidated as a result of deciphering the mechanism of VHL, the most commonly mutated gene in ccRCC. Still, the loss of VHL and increase in HIF transcriptional activity is not sufficient to cause or drive cancer, indicating that additional factors are required for promoting oncogenesis, including the mutation of epigenetic regulators such as PBRM1. Using a ccRCC with a loss-of-function PBRM1 mutation, we found that re-expression of PBRM1 reverses some of the metabolic effects characteristic of ccRCC, including increased glucose uptake, shifts in cholesterol esters, and increased insulin/PI3K signaling. In addition, we have found a unique role for PBRM1 in regulating cell adhesion genes as confirmed by co-occurrence in ccRCC tumors with PBRM1 mutation. Further work will be needed to determine whether this gene signature truly represents increased metastatic potential in PBRM1-mutant ccRCC, and ultimately, if this gene signature can be used to design or predict effective therapeutics.

PBRM1 is a subunit of the SWI/SNF chromatin remodeling complex, which has been found to be involved in developmental transitions and the maintenance of cell-type specific transcriptional programs. It acts in conjunction with transcription factors and can be recruited in response to signaling; for PBRM1 this recruitment is likely tied to patterns of histone acetylation that define certain gene targets. PBRM1 upregulated genes include targets of retinoic acid receptor [53, 54] and FOXO4 [55, 56] binding, in addition to HIF1α binding, all of which have been implicated in antagonizing ccRCC progression. To mechanistically understand the relevance of the downstream transcriptional targets we identified in ccRCC, the next step will be to define PBRM1 binding across the genome and determine cooperating transcription factors. This will further our understanding of ccRCC progression and uncover new therapeutic targets of PBRM1-mutated ccRCC.

## Supporting Information

S1 Fig Glycerol gradient analysis of BAF/PBAF complexes in Caki1 and Caki2 cell lines. (A) In Caki1 cells PBAF (represented by PBRM1 and ARID2) elutes in higher fractions of a glycerol gradient indicating a larger size than BAF (represented by SNF5, which exists in both BAF and the less abundant PBAF), (B) Upon PBRM1 knockdown, the size of PBAF decreases, as represented by a shift in ARID2 staining to earlier fractions (C) In Caki2 cells with PBRM1 mutation, ARID2 staining is detected in an earlier fraction. (D) Upon the re-expression of PBRM1, the size of PBAF (represented by ARID2 staining) increases and elutes in later fractions, mimicking the staining profile observed for Caki1 cells.
(TIF) Click here for additional data file.

S2 Fig (A) Validating relative expression of genes regulating apoptosis (identified in RNA_seq data) in Caki2+Vector and Caki2+PBRM1 cells by qRTPCR. A designation of * indicates p < 0.05 (Student *t*-test). n = 3 independent biological replicate experiments. Error bars represent s.e.m. (B) Blot of cleaved PARP (apoptotic marker) and (C) Percentage of apoptotic cells determined by flow cytometric analysis on Caki2+Vectorand Caki2+PBRM1 cells. n = 3 independent biological replicates. Error bars represent s.e.m.
(TIF) Click here for additional data file.

S3 Fig Semi-quantitative analysis of CE alterations upon PBRM1 reexpression. The log2 Fold change, SEM and p value (Student’s T-test) of the analyzed CEs. n = 3 biological replicates.
(TIF) Click here for additional data file.

S4 Fig Alteration of actin cytoskeleton reorganization upon PBRM1 reexpression. (A) Representative Field showing Phalloidin (F-actin) and DAPI (nucleus) staining in Caki2+Vector and Caki2+PBRM1 cells used for unbiased quantification of cells with high cortical actin. 4X magnified image of this is shown in Fig 6B. (B) Examples of confocal images of Caki2+Vector and Caki2+PBRM1 cells stained with Phalloidin. Scale bar depicts 10 µm.
(TIF) Click here for additional data file.

S5 Fig Biological Pathways enriched by down regulated genes in the presence of wt PBRM1 in ccRCC tumor samples. GO Biological Processes enriched by genes downregulated in TCGA ccRCC biospecimen with no PBRM1 mutation compared to ccRCC biospecimen with PBRM1 mutations.
(TIF) Click here for additional data file.

S1 Table List of Primers used in qPCR. The sequence of primers of the respective genes used in our study.
(XLS) Click here for additional data file.

S2 Table List of Differentially Expressed Genes upon PBRM1 reexpression in Caki2. (Tab 1-DEGS) The Differentially expressed genes (DEGs) in Caki2+PBRM1 cells compared to Caki2+Vector. The columns represent (i) Gene Symbols of DEGs, (ii) Description of the DEGs, (iii) Log 2 Fold Change, (iv) BH–FDR-adjusted pvalue and (v) whether the fold change of DEG is significant. (Tab 2-Upregulated_Genes_GO (BP)) GO (BP) terms enriched by upregulated genes in Caki2+PBRM1. The columns represent (i) GO terms enriched, (ii) Description of the GO terms, (iii) the number of DEGs enriched in the GO term, (iv) p-value associated with enrichment and (v) Gene Symbols of the DEGS enriched in the GO term. (Tab 3-Downregulated_Genes_GO (BP)) GO (BP) terms enriched by downregulated genes in Caki2+PBRM1. The description of the columns are same as the ones in Tab 2.
(XLS) Click here for additional data file.

S3 Table List of Differentially Expressed Genes in TCGA ccRCC with no PBRM1 mutations. (Tab 1-TCGA normal PBRM1 Vs Mutated) The Differentially expressed genes (DEGs) in ccRCC biospecimen with no PBRM1 mutation compared to ccRCC biospecimen with PBRM1 mutations. The columns represent (i) Gene Symbols of DEGs, (ii) Log 2 Fold Change and (iii) BH–FDR-adjusted pvalue. (Tab 2-Upregulated_Genes_GO (BP)) GO (BP) terms enriched by upregulated genes in ccRCC with no PBRM1 mutations. The columns represent (i) GO terms enriched, (ii) Description of the GO terms, (iii) the number of DEGs enriched in the GO term, (iv) p-value associated with enrichment and (v) Gene Symbols of the DEGS enriched in the GO term. (Tab 3-Downregulated_Genes_GO (BP)) GO (BP) terms enriched by downregulated genes in ccRCC with no PBRM1 mutations. The description of the columns are same as the ones in Tab 2.
(XLS) Click here for additional data file.

S4 Table GO (BP) terms enriched by Differentially Expressed Genes in the presence of PBRM1 both in Caki2 cells and TCGA ccRCC biospecimen. (Tab 1-Upregulated_Genes_GO (BP)) GO (BP) terms enriched by upregulated genes in Caki2+PBRM1 and ccRCC biospecimen with no PBRM1 mutations. 

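The tab pairs GO terms with the genes that were upregulated both in Caki2 cells and in tumors without PBRM1 mutation, by the authors' tests, and its p-values are those of the term's enrichment. Its 85 terms name 176 different genes. All 176 were tested in Caki2 and had a positive log2 fold change, from 0.135 to 2.320 with a median of 0.480. At an adjusted p under 0.05 (limma), 175 were upregulated, and the remaining gene had an adjusted p of 0.0583. With the replicate block all 176 passed.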

The columns represent (i) GO terms enriched, (ii) Description of the GO terms, (iii) the number of DEGs enriched in the GO term, (iv) p-value associated with enrichment and (v) Gene Symbols of the DEGS enriched in the GO term. (Tab 2-Downregulated_Genes_GO (BP)) GO (BP) terms enriched by downregulated genes in Caki2+PBRM1 and ccRCC biospecimen with no PBRM1 mutations. 

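The second tab does the same for genes that were lower in both comparisons, with 14 terms that name 10 genes. All 10 were downregulated in Caki2+PBRM1 at an adjusted p under 0.05 (limma), with log2 fold changes from -0.801 to -0.187, and all 10 passed with the replicate block. ARID2 and SMARCC2, subunits of PBAF and of BAF complexes, are among them, with log2 fold changes of -0.223 (adjusted p = 2.52e-03) and -0.219 (adjusted p = 2.02e-04).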

The description of the columns are same as the ones in Tab 1.
(XLS) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

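RNA-Seq of Caki2 cells with an empty inducible vector (Caki2+Vector) or with PBRM1 (Caki2+PBRM1) was analysed, with 3 biological replicates of each. The groups and the replicate letters A, B and C were taken from the sample labels, and each sample has a file of its own.

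The authors removed adapters, reads of poor quality and reads of rRNA, aligned the rest to hg19 with STAR, and counted reads on 25369 genes of the UCSC hg19 annotation with htseq-count. According to the paper, the authors normalized and tested these counts with DESeq2. The values the authors deposited are normalized counts. Within a file every value is a whole multiple of a single step, so the number of reads on each gene was divided by a size factor per sample, from 0.834 to 1.191, without division by gene length. Because the files hold normalized counts, count models such as DESeq2 and edgeR were not used. A quasi-likelihood test of edgeR had been chosen as the main test before the files arrived, but it was not run. The unit of the files did not force this choice, since whole counts could be recovered from the steps between values. The replacement was written down before any model result was seen.

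Genes with a normalized count of at least 10 in at least 3 samples were kept, which left 13303 genes. Their log2(normalized count + 1) was compared between groups with limma 3.58.1 in R 4.3.3 (trend and robust empirical Bayes), with an adjusted p under 0.05 (Benjamini-Hochberg) as the threshold. The SE is that of limma's moderated test. Classes of genes were tested with limma's camera with an inter-gene correlation of 0.01. The S-phase and G2/M lists are those of Seurat 5.3.0, and the adhesion and actin lists are those of S4 Table. Ribosomal protein and respiratory chain genes were taken by symbol patterns from the gene symbols of the files. The other lists were written by hand before the files arrived, except those of HIF1A and HIF2A targets, which were chosen after seeing the files. Overlap with the tumor list was tested with Fisher's exact test. For single genes, an exact permutation test of the normalized counts was added, whose smallest p for 3 against 3 is 0.1. Named genes are those of the paper's text, figures and primer table, the members of the BAF and PBAF, BCL2, IGFBP and glucose transporter families where a claim concerns the family, and the 5 upregulated and 5 downregulated genes with the largest log2 fold change among those past the threshold, with a mean of at least 50 in the higher group and no overlap between groups. FN1 is named only as the most abundant gene.

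Coordinates, exon length and GC content come from GENCODE on GRCh37, matched by symbol. They were found for 91.4% of tested genes and 93.4% of differentially expressed genes, since older symbols were not matched. For respiratory chain genes the share was 79.2%, too low for a length and GC check of that class, which is therefore void.

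The depth was 7312955 to 10835355 reads on genes per sample. At this depth the median SE of a log2 fold change was 0.083, and genes under the filter could not be tested. Whole counts, recovered from the steps between values, were used only for the depth, for thinning of all libraries to the smallest total, for the voom fit (with the authors' size factors) and for distances on un-normalized counts. Between replicates, chi-square per degree of freedom was computed for genes with at least 20 reads in the pair.

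The scripts were tested on simulated data with 200 changed genes at a log2 fold change of 1, of which 199 (99.5%) were recovered, with 13 false calls among 212 (6.1%). Of 200 sets of unchanged genes, 2.5% had a camera p under 0.05.

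The alternatives were limma voom, no filter on low counts, at least 10 counts in every sample, the replicate letter as a block (replicate block), a correction for gene length and GC content (per-sample curves with a span of 0.3), both together, an adjusted p under 0.01, un-normalized counts and log2(CPM + 1) for the distances, and leaving out each replicate in turn. Pseudocounts of 0.5 and 4, quantile normalization, and median-ratio size factors of the 6 samples were added after seeing the files. The lists of HIF1A and HIF2A targets were also compared by an exact rank sum, by medians and with each gene left out, chosen after seeing the result. Other splits of the 6 samples into 3 and 3 were fitted, 10 with the real split. Computations outside R used Python 3.11.15 with numpy 2.4.6, pysam 0.24.0, biopython 1.88 and matplotlib 3.10.9, and samtools 1.23.1.

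The tumor data and the qRT-PCR, protein, lipid and imaging data were not analysed here. The tumor list of S3 Table was used only as far as its rows reach in the files analysed here, and S2 Table was not in them.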

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

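The lists of genes, the rule for naming genes, the alternatives and 8 of the predictions behind the tests in these parts were written before the processed files arrived. The lists of HIF1A and HIF2A targets are an exception and were chosen after seeing the files. All other predictions, among them those on other splits for single classes, on length and GC content of single classes, on abundant genes, on the flagged genes, on culture state and on the HIF lists, were written after the result was seen or chosen with the files at hand. The main fit was chosen once the unit of the files was known and before any model result.

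Interferon-stimulated genes were flagged because the paper does not discuss them. Of 35 tested genes, 20 were lower and 5 higher in Caki2+PBRM1 at an adjusted p under 0.05, with a mean log2 fold change of -0.138 and a median of -0.305, and with the replicate block the numbers were also 20 and 5. Limma's camera gave an adjusted p = 1.6e-07 over 10 classes; unadjusted, p = 4.8e-08, beside an exact permutation of the samples in which 1 of 10 splits, the real one, gave a p as small. A prediction written before the files arrived was that such a response in one of the lines would give a camera p under 0.05, and it did. The direction is mixed, since SAMD9L, which the paper follows in Fig. 5B, rose by 3.947 while most of the class fell. The mean was -0.314 when each gene needed at least 10 counts in every sample. That filter removes SAMD9L and also TRIM22, which rose by 1.610 and had a lowest normalized count of 8.4 in Caki2+Vector. Correction for gene length and GC content left a camera p = 6.9e-09, and the exact permutation of samples was run only without this correction. Abundant genes and depth were weighed for the fit as a whole. The 10 most abundant genes took 6.32% to 6.61% of the counts of a sample in Caki2+Vector and 8.18% to 8.25% in Caki2+PBRM1. Thinning every library to the smallest total left 3514 differentially expressed genes. The share of splits cannot go below 0.1 with 3 against 3, whatever the data, so the pattern cannot be told apart from a chance split of the samples in this way. A difference between the infected lines that does not come from PBRM1 was not tested, nor was batch, which the labels do not give.

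The other flagged results are genes that the paper's text and figures do not name and that had the largest changes under the naming rule. FSTL1 rose by 3.548 on the log2 scale (SE 0.282, adjusted p = 1.60e-10), from 6.1 ± 3.3 (SD, n = 3) to 75.6 ± 2.3 (SD, n = 3) normalized counts. EDNRB rose by 3.358 (SE 0.316, adjusted p = 2.43e-09), from 4.5 ± 2.3 to 52.2 ± 10.1. Both had few reads in Caki2+Vector, so the size of their change rests on the pseudocount, and with a pseudocount of 4 it was 3.033 for FSTL1 and 2.746 for EDNRB. Among downregulated genes, KCNH2 had a log2 fold change of -1.533 (adjusted p = 1.71e-10), SLC7A7 of -1.526 (adjusted p = 8.36e-09), MAPK8IP2 of -1.458 (adjusted p = 5.23e-09), ME3 of -1.326 (adjusted p = 4.24e-06) and HPD of -1.318 (adjusted p = 2.01e-09). All values of each gene were separated between the groups, 3 against 3. After correction for gene length and GC content 100% of these genes kept their sign and an adjusted p under 0.05, and the same 100% kept them under both other normalizations. The median-ratio factors of the 6 samples could change little, since the authors' factors are a nearly constant 1.018 to 1.026 times as large. Of the 10 splits of the samples, 1 gave as many genes changed more than 2-fold, which is the fewest possible, so this design has no count of splits that could set these changes apart from a chance split. Reads shared with related genes and differences between the infected lines were not tested.

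With groups of 3, no test of single samples far from the others was made. Chi-square per degree of freedom was 3.09 and 2.84 between Caki2+Vector A and the other replicates of its group. It was 1.34 between Caki2+Vector B and C.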

How the results depend on the processing

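Under every alternative the number of upregulated genes and of genes upregulated in Caki2 and in tumors stayed within 1.5 times the main count. In 9 of the 10 classes (all but G2/M genes) the mean kept its sign and its side of a camera p of 0.05. For respiratory chain genes this leaves aside the length and GC correction, which is void for that class. Of the 65 genes followed singly, 52 kept their sign and their side of an adjusted p of 0.05. For the other 13 genes, 44 rows were weaker and 2 stronger, and 0 reversed. Most of the weaker rows left out a replicate, as for AURKA, MCM4, MCM5, MCM7, MCM10, SLC2A13, BCL2L2, BOK, BID, VEGFA and IGFBP2, whose adjusted p then passed 0.05, as did that of AKT1, which fell to 0.056 on the log2 scale after correction for gene length and GC content. IGFBP6 alone was stronger.

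An adjusted p under 0.01 left 2521 differentially expressed and 1025 downregulated genes, with 98.4% within 2 on the log2 scale. Without the filter on low counts, 390 genes were upregulated and 136 downregulated more than 2-fold, 55 and 14 beyond 2 on the log2 scale, 98.2% stayed within 2, and the ratio of distances fell to 1.08. That setting adds genes with few reads, whose log2 values scatter widely. When each gene needed at least 10 counts in every sample, the numbers were 145, 29, 13 and 0, and 99.7% stayed within 2. That filter drops genes that are nearly silent in one group. A pseudocount of 4, chosen after seeing the files, left 37 genes downregulated more than 2-fold, 18 upregulated beyond 2 on the log2 scale and 99.4% within 2, because it shrinks the changes of genes with few reads. Un-normalized counts gave a ratio of distances of 1.10; they are not on a log scale, so abundant genes weigh most. The mean of the G2/M genes turned from -0.013 to 0.004 after correction for gene length and GC content, and to 0.004 with the replicate block as well; no fit found a change of this class.

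Across the 6 fits that each left out one replicate, the share within 2 on the log2 scale ran from 98.4% to 98.9% and the ratio of distances from 1.41 to 1.59, the highest without Caki2+Vector A. Differentially expressed genes ran from 2856 to 4170 in these fits. Quantile normalization, also chosen after seeing the files, turned the majority from upregulated to downregulated genes, with 1938 against 2083.

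The replicate block, correction for gene length and GC content, and both together gave 4107, 4373 and 4489 differentially expressed genes. A quasi-likelihood fit of edgeR with RLE factors and distances on rlog values had also been set as alternatives. So had the DESeq2 Wald test, with and without its prior on fold changes. None of them was run because the files hold normalized counts, although whole counts could be recovered. At least 10 counts in every sample gave no row for genes below that limit, such as IGFBP1, SAMD9L, SDK2, COL24A1 and CNTN6. Depth limits these genes most, and IGFBP5 could not be tested.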

Differences from the paper's values

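The paper reports 2464 differentially expressed genes, and 3886 were found here. DESeq2, the paper's test, was not run on the recovered counts, so its share in this gap is unknown. Of the alternatives set before the files arrived, an adjusted p under 0.01 (2521 genes) and leaving out Caki2+Vector B (3424), Caki2+Vector C (3569), Caki2+PBRM1 A (2971), Caki2+PBRM1 B (2938) or Caki2+PBRM1 C (2856) came within 1.5 times the paper's value. Limma voom (3967), no filter on low counts (3780), at least 10 counts in every sample (3743), the replicate block (4107), correction for gene length and GC content (4373), both together (4489) and leaving out Caki2+Vector A (4170) did not.

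The paper's count of genes upregulated more than 2-fold is 65, against 246 here, and its count of downregulated genes is 6, against 57. None of the alternatives set before the files arrived closed either gap in this reading. The nearest were 145 and 29, with at least 10 counts in every sample.

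The paper places 2393 of its 2464 genes within 2 on the log2 scale, which leaves only its 65 and 6 beyond 2. The gaps in the 2-fold reading may thus come from the unit. Read as changes beyond 2 on the log2 scale, the paper's 65 upregulated genes compare with 36 here. No filter on low counts (55) and leaving out Caki2+Vector B (44) came within 1.5 times the paper's value, and the other alternatives set before the files arrived, from 13 to 42 genes, did not. The paper's 6 downregulated genes compare with 5 here in this reading, which is within that limit. No filter on low counts (14) and at least 10 counts in every sample (0) fell outside it. The other alternatives set before the files arrived, from 5 to 7 genes, did not.

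For genes within 2 on the log2 scale the paper gives 2393, against 3845 here. An adjusted p under 0.01 (2480) and leaving out Caki2+Vector B (3375), Caki2+Vector C (3522), Caki2+PBRM1 A (2929), Caki2+PBRM1 B (2892) or Caki2+PBRM1 C (2812) came within 1.5 times the paper's value. Limma voom (3920), no filter on low counts (3711), at least 10 counts in every sample (3730), the replicate block (4066), correction for gene length and GC content (4333), both together (4449) and leaving out Caki2+Vector A (4123) did not.

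In Fig. 5B the paper shows SLC2A12 as lower in Caki2+PBRM1 by qRT-PCR, while its S4 Table lists the gene among those upregulated in Caki2; its log2 fold change here was 0.672 (adjusted p = 5.93e-07). The paper states that VEGF was not among the genes that changed in its RNA-Seq data, whereas VEGFA had a log2 fold change of 0.158 here (adjusted p = 0.0154).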

Other observations

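The moderated test of limma found 0 differentially expressed genes in each of the 9 other splits of the 6 samples into 3 and 3. Thus 1 of the 10 splits gave as many differentially expressed genes, and 1 of 10 as many upregulated, as many downregulated, as many changed more than 2-fold, as many changed beyond 2 on the log2 scale and as many shared with the tumor list. A share of 0.1 is the smallest that 10 splits allow, so this count could not have set any result apart from a chance split, whatever the data, and none of these results can be told apart from chance splits of the samples in this way. The other splits also mix samples of both groups unevenly, so each keeps part of the difference between the groups and none is free of it. Depth was weighed by thinning every library to 7312955 reads, which left 3514 differentially expressed genes, and total reads overlapped between the groups. The 10 most abundant genes held 6.32% to 6.61% of the counts of a sample in Caki2+Vector and 8.18% to 8.25% in Caki2+PBRM1. The share was thus small but differed between the groups. After correction for gene length and GC content, 96.8% of the differentially expressed genes kept their sign and an adjusted p under 0.05. Length and GC values were found for 93.4% of these genes. Genes without them, such as CTGF and LEPREL2, kept their log2 fold change, so the share overstates what the correction could test.

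The same limits hold for classes of genes. A camera p as small as that of the real split was found in 1 of 10 splits for MCM genes, HIF target genes, glycolytic enzyme genes and the adhesion genes of S4 Table. It was found in 2 of 10 for S-phase genes and for respiratory chain genes, in 4 of 10 for cytosolic ribosomal protein genes and for cholesterol biosynthesis genes, and in 6 of 10 for G2/M genes. Since no class can have a share under 0.1, these counts are given as a limit of the design and not as evidence for or against a change of any class. Where another split gave a smaller p, the size of camera's p cannot be read as certainty. For ribosomal protein genes camera gave 1.40e-17 with Caki2+Vector A and B beside Caki2+PBRM1 A, against 1.23e-07 for the real split.

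S-phase genes had been predicted to fall if slower proliferation lowered their transcripts, and they fell, with a mean of -0.112. A fall of cell cycle genes was already reported by the paper from the same samples, so this outcome largely restates that report. Camera gave p = 3.7e-05, and 3.0e-04 after correction for gene length and GC content, while in the exact permutation of samples, run without the correction, 2 of 10 splits gave a p as small. With so few splits the fall cannot be told apart from a chance split in this way. The other splits also keep part of the difference between the groups, so this count does not test the fall. It does limit the weight of camera's p. The split of Caki2+Vector A and C with Caki2+PBRM1 A gave 5.37e-06, below that of the real split. A general rise of HIF targets had been predicted as well, and 29 of 29 genes rose. Since the paper had already reported a rise of hypoxia-response genes in these samples, this outcome is no independent test of the prediction. Camera gave p = 2.1e-23, and 2.3e-27 after the same correction, and in the exact permutation of samples without it only the real split, 1 of 10, gave a p as small, which is the fewest possible and so decides nothing.

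The paper proposes that PBRM1 distinguishes HIF1α from HIF2α targets. As a test, targets preferred by HIF1A were set against targets preferred by HIF2A, from lists chosen after seeing the files. The mean log2 fold change was 0.380 over 9 genes, of which 8 were upregulated, and 0.301 over 11 genes, of which 5 were upregulated, with the same numbers under the replicate block. The difference of 0.079 had an exact permutation p = 0.731 across genes, which are not independent. The medians were 0.348 and 0.158, and the mean of the HIF2A list rests on 1 gene with a log2 fold change of 1.658. The remaining tests were chosen after this result was seen. An exact permutation of the medians gave p = 0.117, and an exact rank sum test p = 0.175. With each gene left out in turn, the exact permutation p of the means ran from 0.043, without that gene, to 0.883, and these values are not corrected for the number of tests. The comparison thus depends on a single gene and decides nothing on a difference between the lists, which were not compared under hypoxia.

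Caki2+Vector A lay apart from the other Caki2+Vector replicates on component 2, which raises the question of a culture state that varies among replicates and also separates the groups. Across 13303 genes the difference of Caki2+Vector A from C and that of the Caki2+PBRM1 mean from Caki2+Vector B, which share no sample, had a Pearson r of 0.007 and a Spearman rho of -0.016. The same comparison with C and B, and with the Caki2+PBRM1 mean and A, gave 0.008 and 0.028. Genes are not independent replicates, and this prediction was made after the spread was seen. Caki2+Vector A and C already lay close together on component 1, at -21.39 and -20.94, so a value near 0 could not surprise once the components were seen, and the test adds little to them.

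The paper reports higher ARID2 protein where PBRM1 is reduced. The ARID2 transcript had a log2 fold change of -0.223 in Caki2+PBRM1 (adjusted p = 2.52e-03), from 715.2 ± 8.7 (SD, n = 3) to 612.9 ± 23.2 (SD, n = 3) normalized counts. Of 17 BAF and PBAF subunits tested, PBRM1 and SMARCD3 (0.522, adjusted p = 2.83e-03) were upregulated, and ARID2 and SMARCC2 (-0.219, adjusted p = 2.02e-04) were downregulated, with as many in each direction under the replicate block. SMARCA4, which encodes BRG1, had 0.069 (adjusted p = 0.267) and SMARCB1, which encodes SNF5, 0.085 (adjusted p = 0.217).

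EPAS1 rose from 101.5 ± 6.6 (SD, n = 3) to 181.7 ± 12.9 (SD, n = 3) normalized counts (log2 fold change 0.833, adjusted p = 3.33e-07). IGFBP5 stayed below the filter, with 0.9 to 2.4 normalized counts in Caki2+Vector and 7.6 to 10.7 in Caki2+PBRM1. FN1 had a log2 fold change of 0.922 (adjusted p = 2.41e-21). The transcript of AKT1 had 0.131 (adjusted p = 0.0425). Among other genes with primers in S1 Table, SCIN had a log2 fold change of 2.023 (adjusted p = 5.53e-16), SLIT2 of 0.908 (adjusted p = 6.90e-05) and LEPREL2 of 0.705 (adjusted p = 1.41e-05). The remaining MCM genes past the threshold were MCM2 (-0.198, adjusted p = 2.14e-03) and MCM10 (-0.147, adjusted p = 0.0426). No explanation was tested for these values.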
